# Regulation of Budding Yeast CENP-A levels Prevents Misincorporation at Promoter Nucleosomes and Transcriptional Defects

**DOI:** 10.1371/journal.pgen.1005930

**Published:** 2016-03-16

**Authors:** Erica M. Hildebrand, Sue Biggins

## Abstract

The exclusive localization of the histone H3 variant CENP-A to centromeres is essential for accurate chromosome segregation. Ubiquitin-mediated proteolysis helps to ensure that CENP-A does not mislocalize to euchromatin, which can lead to genomic instability. Consistent with this, overexpression of the budding yeast CENP-A^Cse4^ is lethal in cells lacking Psh1, the E3 ubiquitin ligase that targets CENP-A^Cse4^ for degradation. To identify additional mechanisms that prevent CENP-A^Cse4^ misincorporation and lethality, we analyzed the genome-wide mislocalization pattern of overexpressed CENP-A^Cse4^ in the presence and absence of Psh1 by chromatin immunoprecipitation followed by high throughput sequencing. We found that ectopic CENP-A^Cse4^ is enriched at promoters that contain histone H2A.Z^Htz1^ nucleosomes, but that H2A.Z^Htz1^ is not required for CENP-A^Cse4^ mislocalization. Instead, the INO80 complex, which removes H2A.Z^Htz1^ from nucleosomes, promotes the ectopic deposition of CENP-A^Cse4^. Transcriptional profiling revealed gene expression changes in the *psh1Δ* cells overexpressing CENP-A^Cse4^. The down-regulated genes are enriched for CENP-A^Cse4^ mislocalization to promoters, while the up-regulated genes correlate with those that are also transcriptionally up-regulated in an *htz1Δ* strain. Together, these data show that regulating centromeric nucleosome localization is not only critical for maintaining centromere function, but also for ensuring accurate promoter function and transcriptional regulation.

## Author Summary

Chromosomes carry the genetic material in cells. When cells divide, each daughter cell must inherit a single copy of each chromosome. The centromere is the locus on each chromosome that ensures the equal distribution of chromosomes during cell division. One essential protein involved in this task is CENP-A^Cse4^, which normally localizes exclusively to centromeres. Here, we investigated where CENP-A^Cse4^ spreads in the genome when parts of its regulatory machinery are removed. We found that CENP-A^Cse4^ becomes mislocalized to promoters, the region upstream of each gene that controls the activity of the gene. Consistent with this, the mislocalization of CENP-A^Cse4^ to promoters leads to problems with gene activity. Our work shows that mislocalization of centromeric proteins can have effects beyond chromosome segregation defects, such as interfering with gene expression on chromosome arms.

## Introduction

The eukaryotic genome is packaged into chromatin, which consists of 147 bp repeating units of DNA wrapped around histone proteins to form nucleosomes [1]. Chromatin is important not only for packaging and protecting DNA, but also for regulating access of genes and other DNA elements to nuclear proteins involved in processes such as transcription, replication, and chromosome segregation. Most nucleosomes are composed of the canonical histone proteins, H2A, H2B, H3, and H4 [2]. However, the behavior and functions of nucleosomes can be altered both by chemically modifying canonical histones through post-translational modifications and by exchanging canonical histones for histone variants that alter nucleosome composition [2]. For example, H2A.Z is a variant of histone H2A and is found at promoter nucleosomes genome-wide where it regulates transcription [2–4]. In contrast, the conserved CENP-A variant (also called CenH3) replaces H3 in nucleosomes exclusively at the centromere where it regulates chromosome segregation [5–7]. Because changes in nucleosome composition can have a major impact on the underlying functions of the genome, it is critical to understand the mechanisms that control the localization of histone modifications and variants.

The genomic incorporation of the budding yeast H2A.Z^Htz1^ (SGD ID: S000005372) histone variant is regulated by the SWR1 (SWR-C) and INO80 (INO80-C) chromatin remodeling complexes [8]. H2A.Z^Htz1^ localizes to intergenic regions, specifically near transcription start sites (TSS) at the +1 and -1 nucleosomes surrounding nucleosome-depleted regions (NDRs) [3, 4, 9–12]. In budding yeast, H2A.Z^Htz1^ nucleosomes are correlated with high nucleosome turnover [13], which is proposed to assist transcriptional initiation or rapid changes between transcriptional states [14–16]. SWR-C incorporates H2A.Z^Htz1^ into nucleosomes by exchanging H2A/H2B dimers for H2A.Z^Htz1^/H2B dimers [17–19]. In contrast, the mechanism of H2A.Z^Htz1^ removal from nucleosomes by INO80-C is less well understood because it has two reported activities that both lead to H2A.Z^Htz1^ exchange, either by swapping H2A.Z^Htz1^/H2B dimers for H2A/H2B dimers [20] or by promoting turnover of the entire nucleosome [8, 19].

The localization of the CENP-A variant is regulated by the histone chaperone HJURP (Scm3 in budding yeast), which is targeted specifically to centromeres [21–25]. Centromeric sequence and size are highly variable throughout eukaryotes and can be specified by either an underlying sequence or through epigenetic inheritance [26, 27]. Despite the diversity of centromeres, CENP-A is a conserved hallmark of all centromeres. The presence of CENP-A directs the formation of the kinetochore, a large protein complex that mediates attachments between the microtubules of the mitotic spindle and the chromosome during cell division [26, 28, 29]. CENP-A mislocalization to euchromatin through overexpression or tethering can lead to ectopic kinetochore formation and genomic instability [30–32]. However, CENP-A mislocalization has not been reported to disrupt other genomic processes [33, 34].

Multiple mechanisms ensure that CENP-A does not mislocalize to euchromatin. A number of chromatin remodelers and histone chaperones are reported to help maintain centromeric chromatin or prevent CENP-A mislocalization, including Fun30, RSC, INO80-C, CAF-1, HIR, FACT, and RbAp48 and SWI/SNF [35–41]. In addition, ubiquitin-mediated proteolysis prevents ectopic CENP-A localization by controlling total CENP-A protein levels [42–45]. In budding yeast, proteolysis of CENP-A^Cse4^ (SGD ID: S000001532) is mediated by an E3 ubiquitin ligase called Psh1 (SGD ID: S000005415) [46, 47]. When CENP-A^Cse4^ is overexpressed in the absence of Psh1-mediated proteolysis [42, 46–48], cells accumulate high levels of CENP-A^Cse4^ in euchromatin. This also results in lethality, although the underlying cause has not been determined [42, 46, 47].

Similar to CENP-A, H2A.Z also contributes to chromosome segregation. In human cells, H2A.Z is found at pericentromeric regions, where it is incorporated at the inner centromere between the CENP-A nucleosome domains, and helps to establish centromeric heterochromatin [49, 50]. Similarly, H2A.Z^Htz1^ is also a component of pericentromeric chromatin in budding yeast, where it localizes to nucleosomes flanking the CENP-A^Cse4^ nucleosome and is important for chromosome segregation through unknown mechanisms [4, 51, 52]. However, it is unclear whether there is a connection between the localization of the histone variants. In human cells, overexpressed CENP-A was found to mislocalize to regions enriched for H2A.Z, although no physical interaction was detected between these two histone variants [33]. In contrast, studies in *S*. *pombe* have shown that CENP-A^Cnp1^ tends to mislocalize to ectopic regions that are depleted of H2A.Z^Htz1^ [53].

We set out to determine whether there are features of euchromatin that normally prevent budding yeast CENP-A misincorporation as well as to identify the functional consequences of CENP-A mislocalization to euchromatin. The identification of euchromatic sites that strongly misincorporate CENP-A may also shed light on the underlying cause of the lethality. To address these questions, we performed the first genome-wide analysis of CENP-A overexpression in the absence of ubiquitin-mediated degradation. We found that overexpressed CENP-A^Cse4^ mislocalizes to promoters that are enriched for NDRs flanked by H2A.Z^Htz1^, and this mislocalization is dramatically enhanced in cells that cannot degrade CENP-A^Cse4^. This localization pattern appears to be due in part to co-opting of INO80-C to incorporate excess CENP-A^Cse4^ into promoter nucleosomes that normally contain H2A.Z^Htz1^. Consistent with this, there was a significant correlation between transcripts that were misregulated in cells lacking H2A.Z^Htz1^ and those with high levels of CENP-A^Cse4^ mislocalization. We also found that a subset of promoters that misincorporate CENP-A^Cse4^ have decreased transcription, which may be the underlying cause of lethality. Together, these data suggest that it is essential that cells regulate CENP-A^Cse4^ localization not only to ensure proper chromosome segregation, but also to protect cells from promoter nucleosome disruption and transcriptional misregulation.

## Results

### Excess CENP-A^Cse4^ mislocalizes to intergenic regions of the genome

To identify the precise genomic sites of CENP-A^Cse4^ mislocalization in budding yeast, we performed ChIP-seq on endogenous and overexpressed CENP-A^Cse4^ in the presence and absence of Psh1-mediated proteolysis. All strains contained a fully functional ectopic *3Flag-CSE4* gene integrated at the *URA3* locus under the endogenous promoter and were deleted for the endogenous *CSE4* gene. Cells overexpressing CENP-A^Cse4^ contained an additional copy under the control of the *GAL* promoter (*pGAL-3Flag-CSE4*). As seen previously, CENP-A^Cse4^ overexpression inhibited the growth of WT cells and resulted in lethality in *psh1Δ* cells (S1A Fig) [46, 47]. The growth inhibition correlated with the total amount of chromatin-bound CENP-A^Cse4^ protein (Fig 1A, S1B Fig).

**Fig 1:**
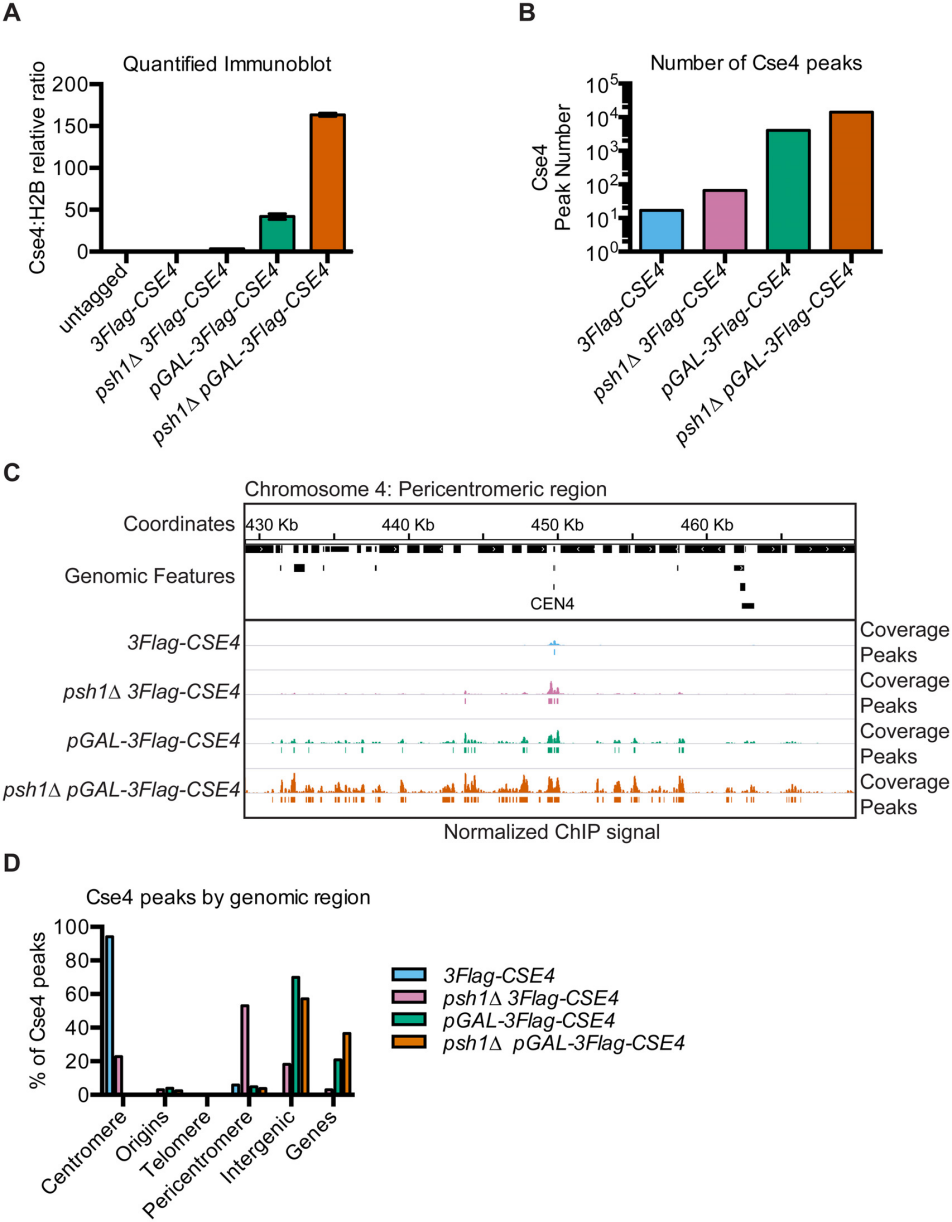
Intergenic regions are the major sites of overexpressed CENP-A^Cse4^ mislocalization. (A) Quantification of CENP-A^Cse4^ levels in MNase-digested chromatin in untagged (SBY3, black), *3Flag-CSE4* (SBY10419, blue), *psh1Δ 3Flag-CSE4* (SBY10484, pink), *pGAL-3Flag-CSE4* (SBY10425, green) and *psh1Δ pGAL-3Flag-Cse4* (SBY10483, orange) strains. The ratio of CENP-A^Cse4^:H2B in the chromatin in each strain was quantified relative to the CENP-A^Cse4^:H2B ratio from the *3Flag-CSE4* (SBY10419) strain. Quantification is based on two biological replicates. Error bars are +/- 1 standard error of the mean (SEM) of the two biological replicates. (B) The total number of CENP-A^Cse4^ peaks called in the indicated strains: *3Flag-CSE4* (SBY10419, blue), *psh1Δ 3Flag-CSE4* (SBY10484, pink), *pGAL-3Flag-CSE4* (SBY10425, green) and *psh1Δ pGAL-3Flag-CSE4* (SBY10483, orange). (C) A representative region of the CENP-A^Cse4^ ChIP-seq coverage on Chromosome 4 between 429,000 base pairs (bp) and 470,000 bp is shown. The CENP-A^Cse4^ ChIP-seq coverage for the strains in (B) is normalized to the coverage at the centromeres after subtracting the input. Peaks are shown as lines below each coverage signal (the cutoff is the average minimum coverage at the centromere in the *3Flag-CSE4* strain). The scale of the normalized coverage is from 0–20,000 for all strains. (D) The percentage of CENP-A^Cse4^ peak centers in each type of genomic region is graphed for each strain, as in (B). The percentage of each feature in the genome is: genes (68.23%), intergenic (27.04%), pericentromeres (2.62%), telomeres (1.16%), origins (0.92%) and centromeres (0.02%).

To analyze CENP-A^Cse4^ localization, cells were crosslinked with formaldehyde and the chromatin was isolated and subsequently digested with Micrococcal nuclease (MNase), which cuts linker DNA between nucleosomes. The CENP-A^Cse4^ nucleosomes were purified from the MNase-treated chromatin by immunoprecipitation of 3Flag-Cse4. The amount of CENP-A^Cse4^ recovered in the ChIP samples reflected the starting levels in the chromatin (S1C Fig). The input samples (MNase-digested chromatin) and ChIP samples (3Flag-Cse4-bound chromatin after immunoprecipitation) were made into paired-end sequencing libraries using a modified Solexa library preparation protocol that captures DNA particles down to ~25 bp (S1D Fig) [54, 55]. Paired-end sequencing resulted in greater than 1.5 million reads/sample, with an average read length ranging from 147–164 bp (S1 Table). The mononucleosome-sized sequencing reads from the input and ChIP samples for each strain were mapped to the *S*. *cerevisiae* reference genome version *SacCer3* [56].

The peaks of CENP-A^Cse4^ enrichment genome-wide correlated with the levels of chromatin-bound CENP-A^Cse4^ (Fig 1B, Table 1). Seventeen peaks were identified for the *3Flag-CSE4* strain, representing the sixteen centromeres as well as a peak 150 bp from *CEN9*. A small amount of CENP-A^Cse4^ mislocalization was seen starting in the *psh1Δ* strain with 66 peaks, and was further increased in cells overexpressing CENP-A^Cse4^ with 4043 peaks. The greatest enrichment in the euchromatin was detected in the *psh1Δ* cells overexpressing CENP-A^Cse4^ with 14,199 peaks. An example of the coverage data and corresponding peaks for a representative region around Centromere 4 shows a single centromere peak for the WT strain and additional peaks around the centromere in the other strains (Fig 1C). The increased CENP-A^Cse4^ mislocalization in surrounding euchromatin is especially apparent in the *pGAL-3Flag-CSE4* and *psh1Δ pGAL-3Flag-CSE4* strains that have the highest levels of CENP-A^Cse4^. We independently confirmed the CENP-A^Cse4^ enrichment at *CEN4* and at other representative peaks by ChIP-qPCR (S2A Fig). Our initial analysis also identified a CENP-A^Cse4^ peak at the rDNA locus in all strains. This did not show significant enrichment in the *3Flag-CSE4* strain by ChIP-qPCR but did in the cells with overexpressed CENP-A^Cse4^, similar to previously reported data [46, 57] (S2A Fig). However, due to the difficulty in analyzing this repetitive region by standard mapping algorithms, ChIP coverage of this region was excluded from further computational analyses.

**Table 1:** CENP-A^Cse4^ peak information.

Strain	Peak calling threshold	Average coverage (rDNA removed)	Number of Peaks	Number (and %) of genes with Cse4 peaks in promoter	Number (and %) of genes with Cse4 peaks in 3’ end
*3Flag-CSE4* (SBY10419)	3263	15.3	17	7 (0.106%)	15 (0.228%)
*psh1Δ 3Flag-CSE4* (SBY10484)	3263	122	66	21 (0.319%)	37 (0.563%)
*pGAL-3Flag-CSE4* (SBY10425)	3263	387	4043	3058 (46.5%)	2638 (40.1%)
*psh1Δ pGAL-3Flag-CSE4* (SBY10483)	3263	1696	14199	5921 (90.0%)	5175 (78.7%)

To determine if mislocalized CENP-A^Cse4^ favors certain genomic regions, we analyzed the percentage of CENP-A^Cse4^ peaks in various functional regions of the genome, including centromeres, pericentromeres, telomeres, replication origins, genes, and intergenic regions (Fig 1D). We defined pericentromeres as 20 Kilobases (Kb) flanking each centromere, consistent with the 20–50 Kb size of cohesin enrichment around each centromere in budding yeast [58, 59]. As expected, the majority of CENP-A^Cse4^ peaks in WT cells were at centromeres, with an increase in pericentromeric peaks in the *psh1Δ* mutant. However, the majority of peaks in the strains overexpressing CENP-A^Cse4^ were in the intergenic regions, with a smaller percentage within genes. As intergenic regions make up less than 30% of the entire genome, these data indicate a strong enrichment of CENP-A^Cse4^ in intergenic regions in cells overexpressing CENP-A^Cse4^.

We next asked whether the intergenic enrichment correlates with features known to be associated with centromeres. ChIP-seq of mildly overexpressed CENP-A^Cse4^ previously identified 23 centromere-like regions (CLRs) on chromosome arms that are enriched for mislocalized CENP-A^Cse4^ and other kinetochore proteins [60]. These CLRs share characteristics with centromeric sequences such as having a high AT% and conferring stability to plasmid DNA. As expected, most of the CLRs have CENP-A^Cse4^ peaks in the *psh1Δ pGAL-3Flag-CSE4* strain (S2B Fig). However, CENP-A^Cse4^ was overexpressed to much higher levels in our study (150-fold compared to 3-fold), so the CLRs are a small fraction of the total peaks. Consistent with this, there was also enrichment in low confidence negative control regions (LCNCRs), indicating there is no preference for CLR localization. We also analyzed the AT content of the DNA bound by mislocalized CENP-A^Cse4^, as this is a defining characteristic of centromeric DNA in budding yeast. As expected, CENP-A^Cse4^ peaks were highly enriched for AT nucleotides in the WT strain. However there was only a moderate increase in AT% in the *psh1Δ* strain compared to the input nucleosomes, and almost no AT bias in the strains with overexpressed CENP-A^Cse4^ (S2C–S2F Fig). Together, these data indicate that the mislocalization of CENP-A^Cse4^ is due to a more widespread effect than just centromere-like characteristics.

### Mislocalized CENP-A^Cse4^ is enriched in promoters but is not correlated with basal transcription levels

We next asked whether the intergenic enrichment of overexpressed CENP-A^Cse4^ was specific to either promoters (defined as 500 bp upstream of the transcription start site (TSS)) or transcription terminators (defined as 500 bp downstream of the transcription termination site (TTS)) by calculating the number of peaks in these regions (Table 1). CENP-A^Cse4^ was enriched in both regions when overexpressed, so we more precisely analyzed the pattern by plotting the average coverage in 10 bp windows for regions 500 bp upstream and downstream of all TSS or TTS (the TSS or TTS is plotted at position 0 based on previously reported RNA-seq transcription start positions [61]). In the *psh1Δ* cells overexpressing CENP-A^Cse4^, there was enrichment -200 bp from the TSS and directly over the TSS, which correspond to the -1 and +1 nucleosomes respectively (Fig 2A). At the TTS, CENP-A^Cse4^ was enriched in the nucleosome just after the termination site, and was shifted slightly into the NDR compared to the WT nucleosomes. Although the level of CENP-A^Cse4^ enrichment in the other three strains was much lower overall, the trend is similar in the cells with increased CENP-A^Cse4^. This pattern is reminiscent of the pattern of CENP-A^Cse4^ mislocalization upon deletion of *CAC1* and *HIR1*, which leads to ectopic CENP-A^Cse4^ enrichment at promoters in the presence of Psh1 [38].

**Fig 2:**
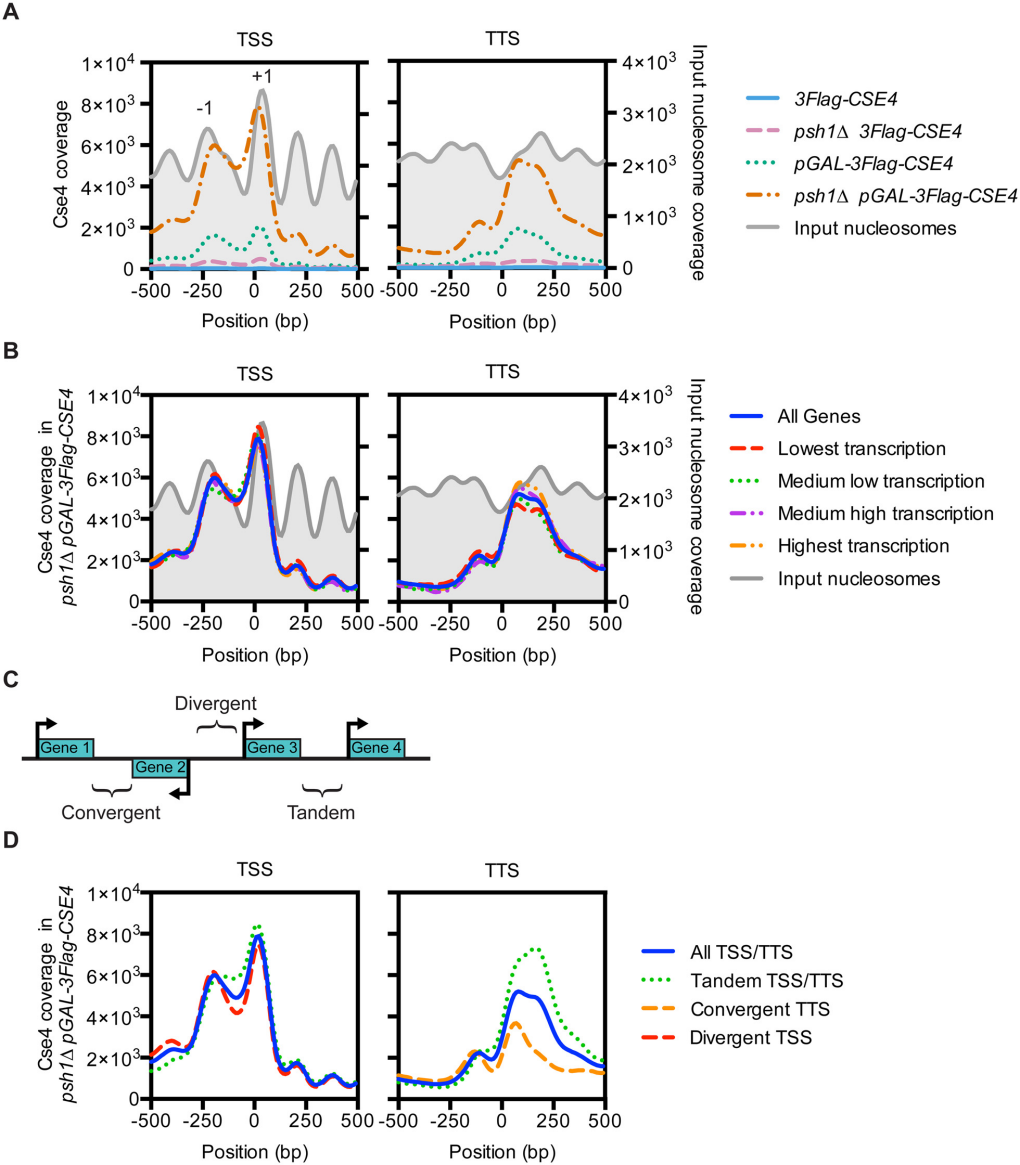
Overexpressed CENP-A^Cse4^ mislocalizes to promoters. (A) Mean CENP-A^Cse4^ ChIP coverage 500 bp upstream and downstream of all transcription start sites (TSS) or transcription termination sites (TTS), for *3Flag-CSE4* (SBY10419, blue), *psh1Δ 3Flag-CSE4* (SBY10484, pink), *pGAL-3Flag-Cse4* (SBY10425, green) and *psh1Δ pGAL-3Flag-Cse4* (SBY10483, orange). The input nucleosome positions are from the input MNase-seq data from the *3Flag-CSE4* strain (SBY10419) and are plotted in grey. (B) Mean CENP-A^Cse4^ ChIP coverage for the *psh1Δ pGAL-3Flag-CSE4* (SBY10483) strain separated by transcription levels of the corresponding genes [62]. (C) Diagram of the classification of the different types of intergenic regions based on the direction of transcription of the flanking genes. (D) Mean CENP-A^Cse4^ ChIP coverage for the *psh1Δ pGAL-3Flag-CSE4* strain (SBY10483) separated by the direction of transcription for the corresponding TSS or TTS.

We next asked whether the accumulation of CENP-A^Cse4^ in promoters and terminators is associated with the basal level of transcription in WT cells. We plotted CENP-A^Cse4^ enrichment at the TSS and TTS of genes binned into quartiles by the published transcription levels in a WT strain, ranked from lowest transcription to highest transcription [62]. However, there was no correlation between CENP-A^Cse4^ enrichment and the different transcription levels (Fig 2B, S3 Fig). Therefore, the CENP-A^Cse4^ localization to promoters in the *psh1Δ pGAL-3Flag-CSE4* strain was not an artifact of increased chromatin accessibility in areas of high transcription, such as was found in the previously reported CENP-A^Cse4^ ChIP-seq for slightly overexpressed or hypomorphic CENP-A^Cse4^ [63]. We also analyzed whether CENP-A^Cse4^ mislocalization correlated with the direction of transcription of the surrounding genes, since this has been shown for cohesin localization, which is specifically enriched in convergent intergenic regions outside of the pericentromere [58, 64]. We classified the intergenic regions as tandem (between two genes transcribed in the same direction), convergent (between two genes transcribed towards each other), or divergent (between two genes transcribed away from each other) (Fig 2C). In promoters, CENP-A^Cse4^ was enriched at the tandem and divergent genes (Fig 2D, S4 Fig). At the terminators, CENP-A^Cse4^ was enriched at the tandem TTS and depleted at the convergent TTS. Because convergent regions lack promoters, these data are consistent with the enrichment of CENP-A^Cse4^ to promoter regions.

### Mislocalized CENP-A^Cse4^ is found at H2A.Z^Htz1^-enriched nucleosomes flanking NDRs

Since CENP-A^Cse4^ mislocalization to promoters was not correlated with transcription levels, we looked for another chromatin feature specific to promoters that might enhance CENP-A^Cse4^ incorporation. One characteristic of promoters that is less commonly found at the 3’ ends of genes is the NDR between the -1 and +1 nucleosomes at the TSS [65]. We therefore compared CENP-A^Cse4^ profiles centered on all NDRs and found a strong CENP-A^Cse4^ enrichment in the nucleosomes flanking the NDRs in the *psh1Δ pGAL-3Flag-CSE4* strain (Fig 3A). Because NDRs vary in length up to 557 bp, we asked whether there was a specific NDR length that correlated with CENP-A^Cse4^ mislocalization and found the highest enrichment in NDRs longer than 65 bp (Fig 3B). We obtained similar results when the analysis was centered on the TSS instead of the NDR (S5A–S5D Fig), consistent with the enrichment of CENP-A^Cse4^ in NDR containing promoters.

**Fig 3:**
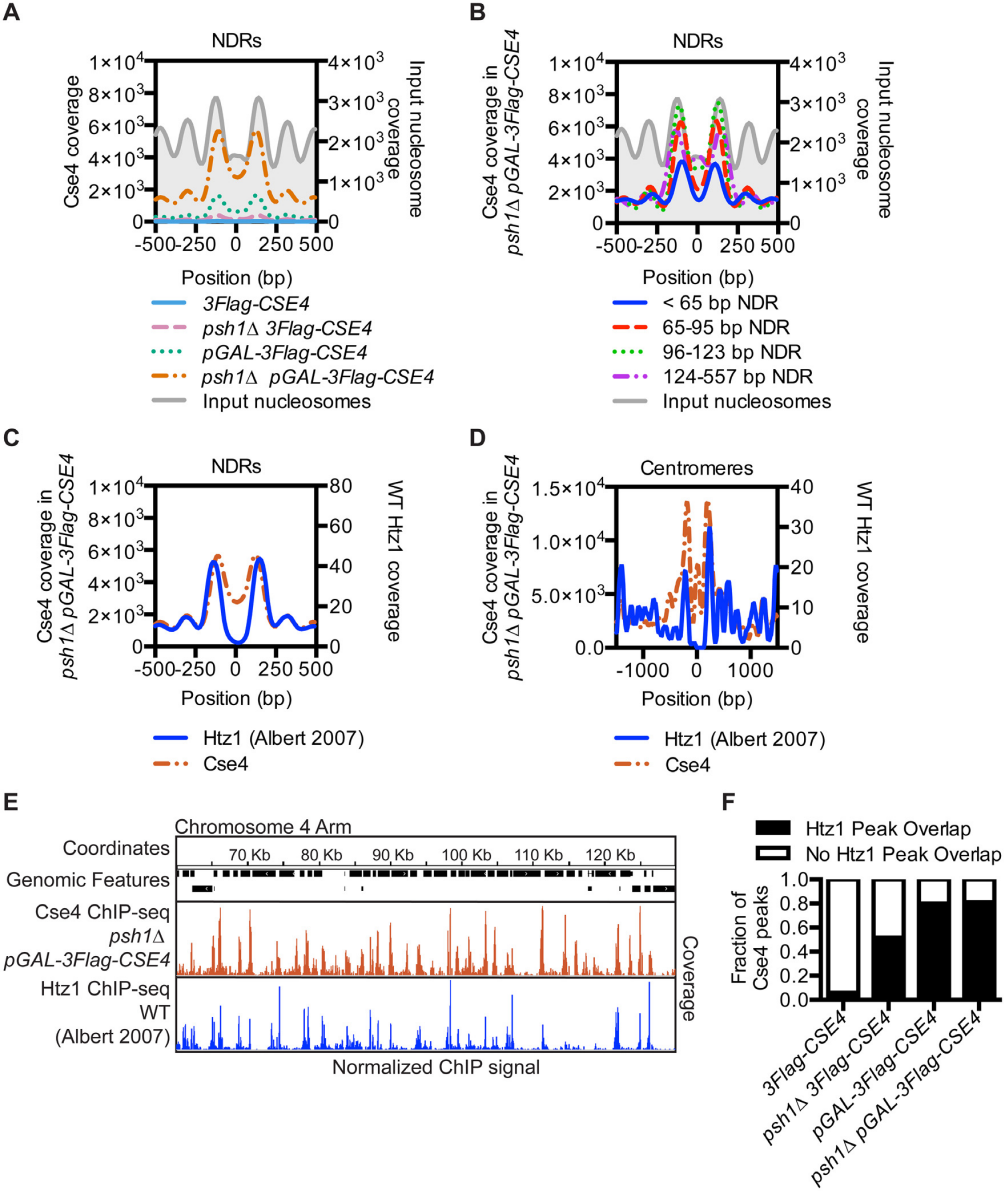
CENP-A^Cse4^ mislocalizes to regions that are enriched for the histone variant H2A.Z^Htz1^. (A) Mean CENP-A^Cse4^ ChIP coverage for the *3Flag-CSE4* (SBY10419, blue), *psh1Δ 3Flag-CSE4* (SBY10484, pink), *pGAL-3Flag-CSE4* (SBY10425, green) and *psh1Δ pGAL-3Flag-CSE4* (SBY10483, orange) strains centered on annotated NDRs [65]. (B) Mean CENP-A^Cse4^ ChIP coverage for the *psh1Δ pGAL-3Flag-CSE4* (SBY10483) strain centered on annotated NDRs, binned by NDR length [65]. (C) Mean CENP-A^Cse4^ ChIP coverage for the *psh1Δ pGAL-3Flag-CSE4* (SBY10483, orange) strain (left y axis) vs. mean H2A.Z^Htz1^ ChIP coverage [4] (blue) (right y axis) at all NDRs. (D) Mean CENP-A^Cse4^ ChIP coverage for the *psh1Δ pGAL-3Flag-CSE4* (SBY10483, orange) strain (left y axis) vs. mean normalized H2A.Z^Htz1^ ChIP coverage [4] (blue) (right y axis) at all centromeres. (E) CENP-A^Cse4^ ChIP coverage for the *psh1Δ pGAL-3Flag-CSE4* (SBY10483, orange) strain and WT H2A.Z^Htz1^ coverage [4] (blue) on the chromosome 4 arm between 60,000 bp and 130,000 bp. The scale of the normalized coverage is from 0–20,000 for the CENP-A^Cse4^ ChIP-seq and from 0–301 for the H2A.Z^Htz1^ ChIP-seq. (F) Overlap between CENP-A^Cse4^ peaks in *3Flag-CSE4* (SBY10419), *psh1Δ 3Flag-CSE4* (SBY10484), *pGAL-3Flag-CSE4* (SBY10425) or *psh1Δ pGAL-3Flag-CSE4* (SBY10483) compared to WT H2A.Z^Htz1^ nucleosomes [4].

The localization of CENP-A^Cse4^ to the nucleosomes flanking the NDRs is similar to H2A.Z^Htz1^, the only other histone variant in budding yeast [4]. In addition, the SWR-C chromatin-remodeling complex that incorporates H2A.Z^Htz1^ preferentially binds to NDRs greater than 50 bp [66], similar to the length of NDRs that have the highest CENP-A^Cse4^ enrichment (greater than 65 bp) (Fig 3B). We therefore investigated the relationship between previously reported H2A.Z^Htz1^ localization [4] and the mislocalization of overexpressed CENP-A^Cse4^ in *psh1Δ* cells. There was a striking similarity in their enrichment at NDRs (Fig 3C), as well as a similar trend of co-enrichment in the nucleosomes flanking replication origins (S5E and S5F Fig) and centromeres (Fig 3D, S5G Fig). The CENP-A^Cse4^ coverage at the TSS was also similar to H2A.Z^Htz1^ coverage, while at the TTS CENP-A^Cse4^ was shifted more into the 3’ NDR than H2A.Z^Htz1^ (S6A and S6B Fig). The histone variants exhibited a genome-wide trend to co-localize, as seen in a representative region of the arm of Chromosome 4 (Fig 3E and S6C Fig). There was a high coincidence of overlap between CENP-A^Cse4^ peaks in the experimental strains with H2A.Z^Htz1^ peaks in WT cells, although they were not specifically enriched in any of the genomic features correlated with CENP-A^Cse4^ mislocalization (Fig 3F, S6D and S6E Fig) Together, these data indicate a significant enrichment of misincorporated CENP-A^Cse4^ at sites where H2A.Z^Htz1^ nucleosomes are normally located genome-wide in *psh1Δ* cells overexpressing CENP-A^Cse4^.

### CENP-A^Cse4^ accumulation in chromatin does not depend on H2A.Z^Htz1^

The co-localization of the histone variants led us to further analyze their relationship. First, we tested whether H2A.Z^Htz1^ promotes CENP-A^Cse4^ localization by performing ChIP on WT, *psh1Δ*, and *psh1Δ htz1Δ* cells overexpressing CENP-A^Cse4^. *htz1Δ* cells are defective in induction from the *GAL* promoter [67], so we used a tetracycline promoter to control *CSE4* levels. Overexpressed CENP-A^Cse4^ bound to promoter regions in the *psh1Δ htz1Δ* double mutant, at levels similar to or even higher than the *psh1Δ* strain (Fig 4A). These data indicate that H2A.Z^Htz1^ is not required for CENP-A^Cse4^ mislocalization, so we next asked whether the H2A.Z^Htz1^ incorporation machinery is involved. Swr1 (SGD ID: S000002742) is the Swi/Snf related ATPase in SWR-C that deposits H2A.Z^Htz1^ into nucleosomes [11, 19, 68], so we measured the levels of chromatin-bound CENP-A^Cse4^ in *swr1Δ* cells. We confirmed that H2A.Z^Htz1^ was reduced at a previously reported promoter nucleosome locus by ChIP-PCR (Fig 4B)[17, 68, 69]. Similar to our findings with the *htz1Δ* mutant, bulk H2A.Z^Htz1^ was not depleted in the chromatin fraction in *swr1Δ*, but CENP-A^Cse4^ chromatin levels were somewhat higher in the *swr1Δ psh1Δ* cells compared to *psh1Δ* (Fig 4C, S7A and S7B Fig). In addition, there was no change in CENP-A^Cse4^ stability in *swr1Δ* cells (S7C Fig). We also tested whether CENP-A^Cse4^ overexpression in the *psh1Δ* mutant affects H2A.Z^Htz1^ promoter occupancy, but did not detect an effect at the loci analyzed (S7D Fig). However, given that H2A.Z^Htz1^ is estimated to occupy only a small proportion of nucleosomes at any given locus in the population, it may be difficult to detect a significant difference [11, 19]. Together, our data suggest that although ectopic CENP-A^Cse4^ and WT H2A.Z^Htz1^ localize to similar sites, the H2A.Z^Htz1^ incorporation machinery does not promote CENP-A^Cse4^ mislocalization and may instead help to prevent CENP-A^Cse4^ promoter incorporation.

**Fig 4:**
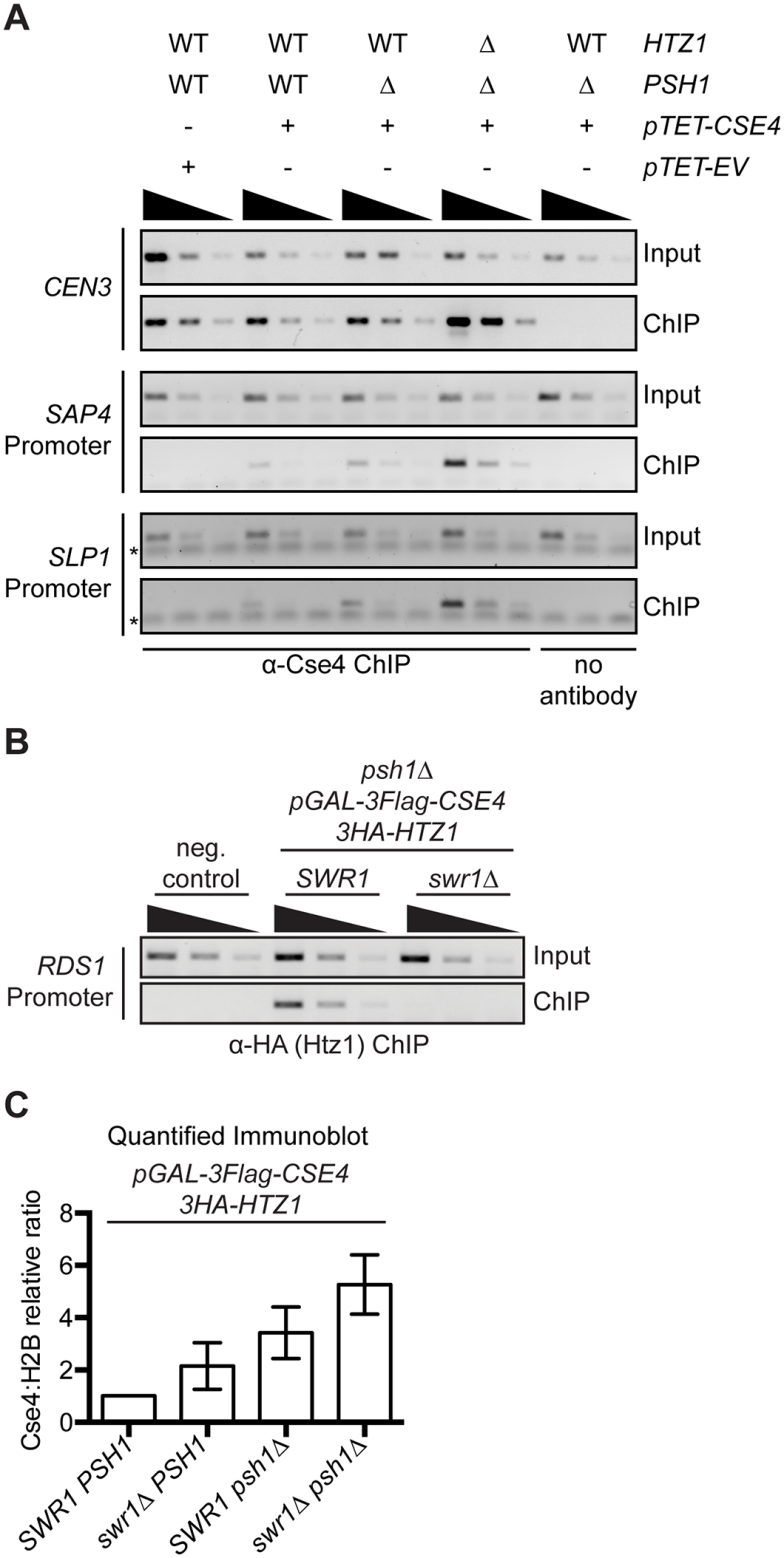
CENP-A^Cse4^ mislocalization does not depend on H2A.Z^Htz1^ incorporation. (A) ChIP was performed with anti-Cse4 antibody on negative control cells (SBY15924), as well as *pTET-CSE4* (SBY15903), *psh1Δ pTET-CSE4* (SBY15904) and *psh1Δ htz1Δ pTET-CSE4* (SBY15906) cells overexpressing CENP-A^Cse4^ for six hours. As a control, we also performed a ChIP experiment with no antibody in *psh1Δ pTET-CSE4* cells. Input dilutions are 1:100, 1:300, 1:100 and ChIP dilutions are 1x, 1:3, 1:9. (B) ChIP-PCR of 3HA-Htz1 at the *RDS1* promoter. Strains used: negative (neg.) control (SBY3), *psh1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12833), *psh1Δ pGAL-3Flag-CSE4*, *3HA-HTZ1 swr1Δ* (SBY12924). Input dilutions: 1:100, 1:300, 1:900. ChIP dilutions: 1:3, 1:9, 1:21. (C) Relative CENP-A^Cse4^ levels were measured by quantifying the mean chromatin CENP-A^Cse4^:H2B fold change vs. *pGAL-3Flag-CSE4 HA-HTZ1* +/- 1 SEM using quantitative immunoblots of chromatin fraction (n = 3), p = 0.0204 (paired t-test comparing the Cse4:H2B relative ratio in *psh1Δ pGAL-3Flag-CSE4* to *swr1Δ psh1Δ pGAL-3Flag-CSE4*). Strains used were *pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12832), *swr1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12956), *psh1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12833) and *swr1Δ psh1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12924).

### INO80-C contributes to CENP-A^Cse4^ mislocalization in *psh1Δ* cells

Since the ectopic localization of CENP-A^Cse4^ does not depend on H2A.Z^Htz1^ incorporation, we asked whether chromatin remodelers that remove H2A.Z^Htz1^ are involved. INO80-C has been reported to act preferentially on H2A.Z^Htz1^-containing +1 nucleosomes and to promote full nucleosome turnover [19, 20]. We therefore hypothesized that CENP-A^Cse4^ might be incorporated into chromatin when canonical H3 is removed by INO80-C-mediated nucleosome turnover. Previous work showed that deletion of the ATPase Ino80 (SGD ID: S000003118) leads to a global alteration of H2A.Z^Htz1^ localization patterns genome-wide without affecting the overall levels of H2A.Z^Htz1^ incorporation in the genome [20, 70]. However, this deletion mutant is not viable in the strain background we used in this study [71]. We therefore used a deletion of *NHP10* (SGD ID: S000002160), a non-essential INO80-C subunit that facilitates binding to nucleosomes and DNA, but that does not affect catalytic activity *in vitro* [72–74]. To analyze CENP-A^Cse4^ levels, we performed chromatin fractionation in WT and *nhp10Δ* cells overexpressing CENP-A^Cse4^. Similar to previously reported work, we did not detect a change in total H2A.Z^Htz1^ levels in the chromatin in the *nhp10Δ* strain (S8A and S8B Fig)[20, 70]. However, CENP-A^Cse4^ chromatin levels were somewhat reduced when *NHP10* was deleted (Fig 5A and S8B Fig), suggesting that INO80-C histone exchange activity contributes to CENP-A^Cse4^ misincorporation. To more directly test this possibility, we asked whether Ino80 associates with CENP-A^Cse4^ *in vivo*. CENP-A^Cse4^ co-immunoprecipitated with Ino80 (Fig 5B), and this interaction increased in the absence of Psh1. To determine how this affects cell viability, we also analyzed the growth of *nhp10Δ* mutant cells overexpressing CENP-A^Cse4^. Although strong CENP-A^Cse4^ overexpression is lethal to *psh1Δ* cells regardless of the presence of *NHP10* (S8C Fig), a deletion of *NHP10* improved the growth of *psh1Δ* mutant cells that were moderately overexpressing CENP-A^Cse4^ (Fig 5C). We confirmed these effects were not due to altered levels or stability of CENP-A^Cse4^ in *nhp10Δ* mutant cells (S8D and S8E Fig). Together, these data suggest that at least some of the ectopic CENP-A^Cse4^ deposition is likely coupled to the chromatin remodeling activity of INO80-C.

**Fig 5:**
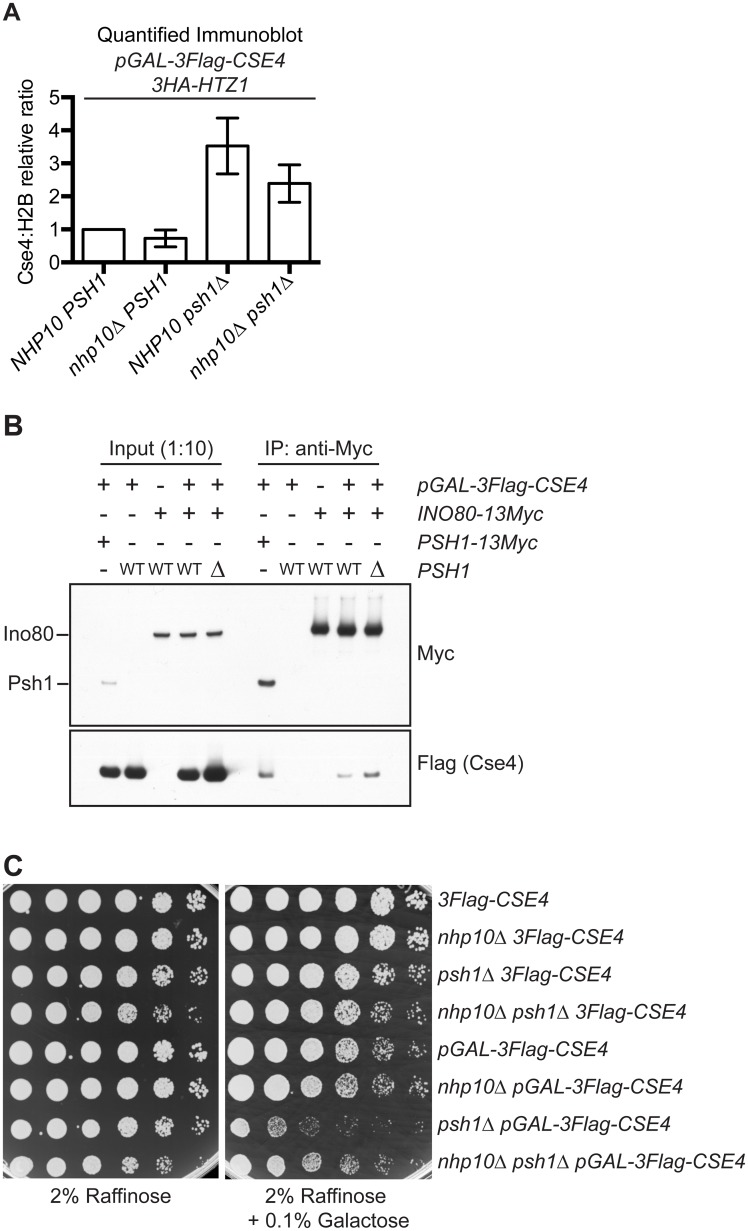
INO80-C contributes to CENP-A^Cse4^ misincorporation. (A) Mean chromatin CENP-A^Cse4^:H2B fold change vs. *pGAL-3Flag-CSE4 HA-HTZ1* strain +/- 1 SEM from quantitative immunoblots of the chromatin fraction. Strains used: *pGAL-3Flag-CSE4 HA-HTZ1* (SBY12832), *nhp10Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12930), *psh1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12833), and *nhp10Δ psh1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12959). (n = 3). p = 0.0593 (paired t-test comparing the Cse4:H2B relative ratio in *psh1Δ pGAL-3Flag-CSE4* to *nhp10Δ psh1Δ pGAL-3Flag-CSE4*). (B) Co-Immunoprecipitation (co-IP) of overexpressed 3Flag-Cse4 with either Psh1-13Myc or Ino80-13Myc from the following strains: *PSH1-13Myc pGAL-3Flag-CSE4* (SBY14482), *pGAL-3Flag-CSE4* (SBY9540), *INO80-13Myc* (SBY14527), *INO80-13Myc pGAL-3Flag-CSE4* (SBY14526), *INO80-13Myc psh1Δ pGAL-3Flag-CSE4* (SBY14515). (C) Five-fold serial dilutions of strains *3Flag-CSE4* (SBY10419), *nhp10Δ 3Flag-CSE4* (SBY12958), *psh1Δ 3Flag-CSE4* (SBY10484), *nhp10Δ psh1Δ 3Flag-CSE4* (SBY12928), *pGAL-3Flag-CSE4* (SBY10425), *nhp10Δ pGAL-3Flag-CSE4* (SBY12930), *psh1Δ pGAL-3Flag-CSE4* (SBY10484), and *nhp10Δ psh1Δ pGAL-3Flag-CSE4* (SBY12959) were plated on indicated media.

### Mislocalized CENP-A^Cse4^ perturbs transcription in the absence of Psh1

The mislocalization of CENP-A^Cse4^ to promoters suggested that it could lead to transcriptional changes in the downstream genes. In addition, the relationship between CENP-A^Cse4^ incorporation and H2A.Z^Htz1^ removal by INO80-C suggested that any transcriptional changes might correlate with those in *htz1Δ* cells. 

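RNA-seq counted messenger RNA in cultures of budding yeast sampled before galactose was added (t0) and after 2 hours in galactose (t2). The 6 genotypes were wild type (WT), *psh1Δ*, which lacks the enzyme Psh1 that marks excess CENP-A Cse4 for proteolysis, *htz1Δ*, which lacks H2A.Z Htz1, *pGAL-3Flag-CSE4*, in which galactose induces a tagged CENP-A Cse4, *psh1Δ pGAL-3Flag-CSE4*, and *pGAL-H3*, in which galactose induces histone H3. Each genotype was represented by 3 cultures, each of a different strain and grown in batch 1, 2 or 3, except *pGAL-3Flag-CSE4*, which had cultures in batches 2 and 3 only. This gave 34 libraries from 17 strains. The authors aligned the reads to SacCer3 with TopHat, counted them on genes with HTSeq and removed genes with low counts, and their deposited tables list 6209 genes. The counts on these genes totalled between 5258139 and 6836827 per library, with a median of 5852828. The lowest, median and highest totals were 5589141, 6021499 and 6321150 in WT at t0, 5647329, 6028688 and 6109471 in WT at t2, 5655052, 5887153 and 6678319 in *psh1Δ* at t0, and 5635289, 5874784 and 6024588 in *psh1Δ* at t2. They were 5463450, 5746606 and 5846103 in *psh1Δ pGAL-3Flag-CSE4* at t0, 5352631, 5611914 and 5726396 in that strain at t2, 5514294, 5568222 and 6836827 in *htz1Δ* at t0, and 5328367, 5438832 and 5527978 in *htz1Δ* at t2. The *pGAL-3Flag-CSE4* libraries held 5258139 and 5874394 counts at t0 and 5859552 and 6000898 at t2, and the *pGAL-H3* libraries 5509636, 5998965 and 6329541 at t0 and 6081457, 6141663 and 6202858 at t2.
From these counts, groups were compared with edgeR's quasi-likelihood test after TMM normalization, using only the libraries of the groups compared. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.585, the limits in the paper's methods. *psh1Δ* and *htz1Δ* were compared with WT at the same time, and the galactose-induced strains by the difference between their change from t0 to t2 and that of WT. Libraries in the same fit share 1 estimate of the spread, so the choice of libraries and of test can change how many genes are called. The deleted and induced genes were examined first. *PSH1* had 0 to 3 counts in the 12 libraries of *PSH1* deletion strains and 165 to 330 in the other 22 libraries. *HTZ1* had 0 to 2 counts in the 6 *htz1Δ* libraries and 556 to 837 in the other 28. *CSE4*, in counts normalized for library size (CPM), was 26.2 ± 1.09 (SD, n = 3) in WT at t0 and 23.0 ± 1.25 (SD, n = 3) at t2. It was 37.8 ± 5.21 (SD, n = 2) at t0 and 11075 ± 346 (SD, n = 2) at t2 in *pGAL-3Flag-CSE4*, and 45.3 ± 9.11 (SD, n = 3) at t0 and 17167 ± 4184 (SD, n = 3) at t2 in *psh1Δ pGAL-3Flag-CSE4*.

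**Figure D1:**
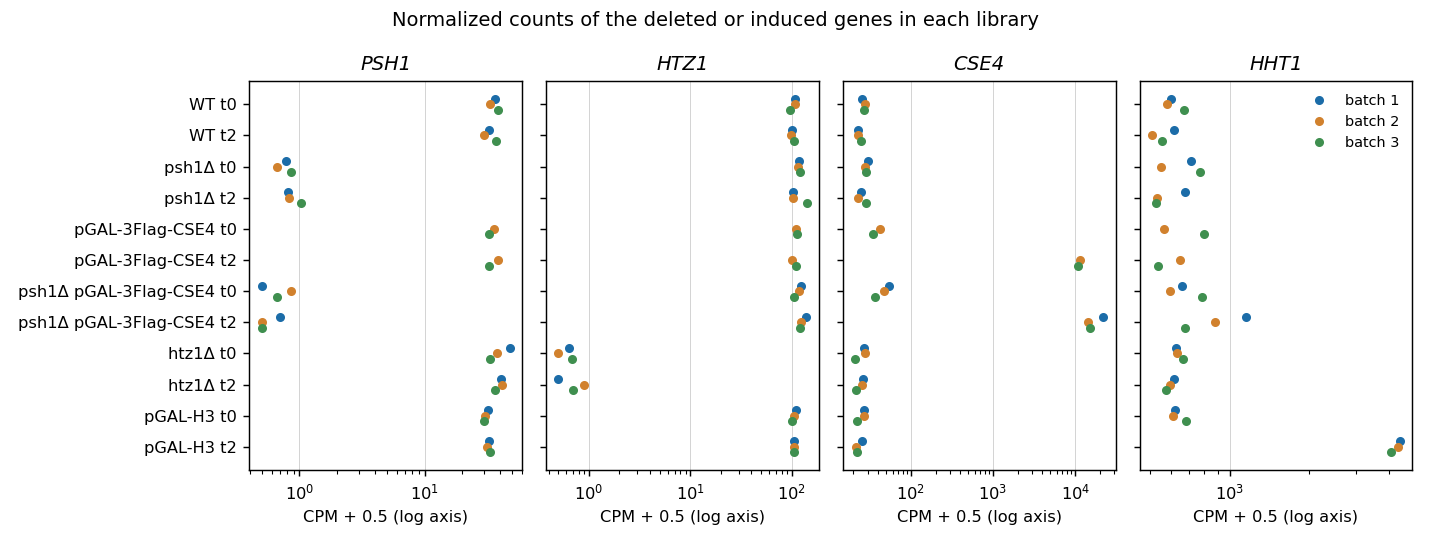
Normalized counts of *PSH1*, *HTZ1*, *CSE4* and *HHT1* in each of the 34 libraries, as CPM + 0.5 on a log axis, with 1 point per library coloured by batch and 1 line per genotype and time. *PSH1* and *HTZ1* lie near the left end in the strains that lack them, *CSE4* rises at t2 in the strains with *pGAL-3Flag-CSE4*, and *HHT1* rises at t2 in *pGAL-H3*.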

We therefore performed RNA-seq on WT, *psh1Δ*, *pGAL-3Flag-CSE4*, *psh1Δ pGAL-3Flag-CSE4* and *htz1Δ* strains that were treated with galactose for two hours. 

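Galactose induced H3 in *pGAL-H3* cells from *HHT1* (YBR010W, SacCer3 chromosome II, 256331 to 256741), 1 of 2 genes that encode it. *HHT1* was at 637.6 ± 40.7 CPM (SD, n = 3) at t0 and 4271 ± 184 (SD, n = 3) at t2 in *pGAL-H3*, and at 617.5 ± 50.1 (SD, n = 3) and 559.8 ± 54.9 (SD, n = 3) in WT. Its change from t0 to t2 exceeded that of WT by 2.89 on the log2 scale (standard error 0.15, adjusted p = 6.04e-07, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The difference lay between 2.79 and 3.02 in each of the 3 batches and the adjusted p reached at most 0.00789 over the alternatives. The other H3 gene, *HHT2* (YNL031C), was at 615.5 ± 89.8 CPM (SD, n = 3) in *pGAL-H3* at t2 and 632.3 ± 32.0 (SD, n = 3) in WT at t2. Of the 50-base windows of either gene, 87.85% were unique in the genome, so some reads could have been assigned to the wrong copy or left out. Together both genes were at 4887 ± 263 CPM (SD, n = 3) in *pGAL-H3* at t2 and 1192 ± 75.4 (SD, n = 3) in WT at t2.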

As a control, we also included a *pGAL-H3* strain to ensure any effects were specific to CENP-A^Cse4^ overexpression and not just an effect of increased histone turnover. Cells containing just a *PSH1* deletion or overexpressing CENP-A^Cse4^ or H3 had very little change in transcription (Fig 6A and 6B). However, a large number of genes were misregulated in *psh1Δ* cells overexpressing CENP-A^Cse4^, as well as in *htz1Δ* cells as previously described [75, 76]. 

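In *psh1Δ* cells at t2, 1 gene was called lower than in WT and none higher, and 105 of the 6209 genes had an unadjusted p under 0.05. The called gene was *PSH1* itself (YOL054W), at least 61.4-fold lower. Without batch 3 the comparison called 5 genes, 1 higher and 4 lower, the largest number among the fits that each left out a batch. The higher gene was *VID28*. Its neighbours *BAR1*, *SNL1* and YIL014C-A had at most 2 counts in the *psh1Δ* libraries of batches 1 and 2, but not in those of batch 3. This fit therefore includes a difference between strains that deletion of *PSH1* does not explain. The *psh1Δ* library of batch 1 at t2 had a median log2 difference of 0.79 from the WT library of that batch over the genes of chromosome I, which the *psh1Δ* libraries of the other batches lacked. In *pGAL-3Flag-CSE4*, where n = 2, the change from t0 to t2 differed from that of WT in 1 gene, with 140 genes at an unadjusted p under 0.05. That gene was *CSE4*, with a log2 difference of 8.38 (standard error 0.20, adjusted p = 1.32e-09, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The direct comparison of this strain with WT at t2 called 4 genes higher and 15 lower. In *pGAL-H3*, 1 gene was called, and 366 had an unadjusted p under 0.05. The called gene was the induced *HHT1*. Under edgeR's likelihood ratio test the *pGAL-H3* comparison called 13 genes.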

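In *psh1Δ pGAL-3Flag-CSE4*, the change from t0 to t2 differed from that of WT in 21 genes, 10 higher and 11 lower, and 1002 genes had an unadjusted p under 0.05. This number depended on the fit. It was 35 with the batch as a block, 155 with the likelihood ratio test and 161 with DESeq2. All 34 libraries in 1 fit gave 188, and leaving out batch 1, 2 or 3 gave 1, 3 and 3. With the culture as a block, which pairs t0 and t2 of the same strain, 4 genes were higher and 2 lower. *CSE4* (YKL049C, chromosome XI, 346075 to 346764) rose by 8.73 on the log2 scale relative to WT (standard error 0.30, adjusted p = 1.03e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *ARG1* (YOL058W, chromosome XV, 219211 to 220473) was 1.59 higher (standard error 0.18, adjusted p = 0.00257, same test). Its level went from 290.9 ± 9.28 CPM (SD, n = 3) to 460.6 ± 64.7 (SD, n = 3) in this strain and from 308.6 ± 18.6 (SD, n = 3) to 159.5 ± 25.5 (SD, n = 3) in WT. Among the genes that fell relative to WT were *POA1* (YBR022W, chromosome II, 283738 to 284271) by a log2 difference of -1.30 (standard error 0.15), *DFR1* (YOR236W, chromosome XV, 780906 to 781541) by -1.28 (standard error 0.18) and YGL101W (chromosome VII, 312193 to 312840) by -1.02 (standard error 0.13). Their adjusted p values were 0.00257, 0.0133 and 0.00554 in the edgeR quasi-likelihood test. *ARG1*, *POA1*, *DFR1* and YGL101W changed in the same direction in all 3 batches, and with a batch left out the adjusted p of each reached 0.425.
In *htz1Δ* at t2, 162 genes were higher and 244 lower than in WT, and 1902 had an unadjusted p under 0.05. Leaving out batch 1, 2 or 3 gave 215, 410 and 299 called genes. *HTZ1* (YOL012C, chromosome XV, 303579 to 303983) was at least 180-fold lower. YAR028W (chromosome I, 184892 to 185596), on a chromosome whose genes had medians between -0.173 and -0.0785 in the *htz1Δ* libraries relative to WT, fell by 3.60 on the log2 scale (standard error 0.30, adjusted p = 1.53e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), YPR078C (chromosome XVI, 697147 to 698265) rose by 2.43 (standard error 0.36, adjusted p = 0.00179) and *ULI1* (YFR026C, chromosome VI, 205748 to 206257) by 2.30 (standard error 0.38, adjusted p = 0.00284). YIR043C was at least 5.02-fold lower and YDR210W-B was called higher, but 77.48% and 3.78% of their 50-base windows were unique in the genome, so their counts are uncertain. From the numbers of changed genes, with *pGAL-H3* as the control for increased histone turnover, the paper states that many genes were misregulated in *psh1Δ* cells overexpressing CENP-A Cse4 and in *htz1Δ* cells, and few in the other strains.

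**Figure D2:**
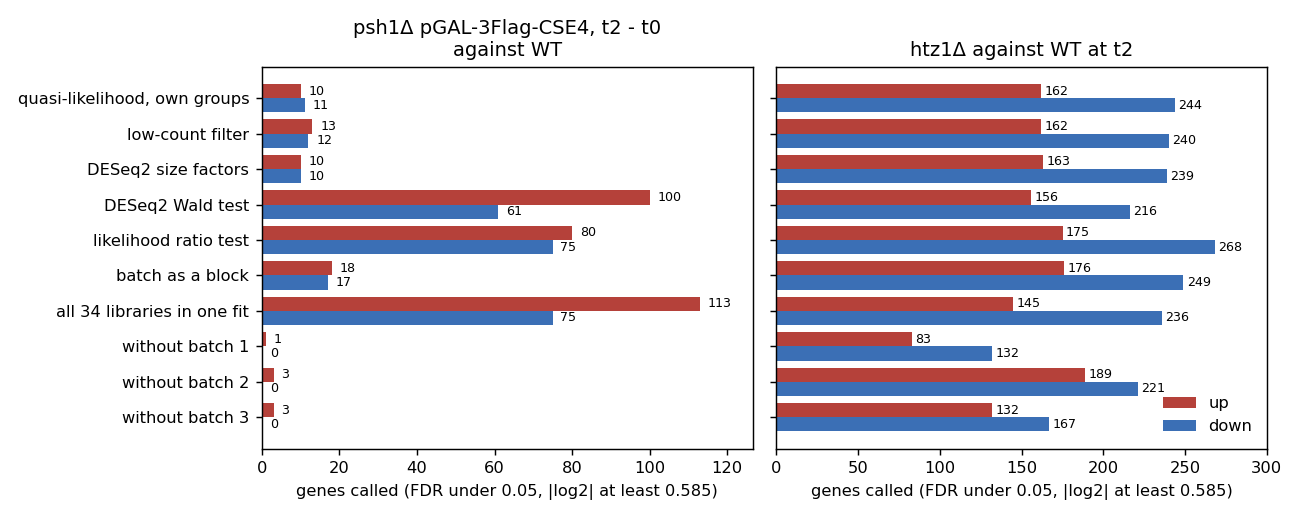
Number of genes called higher (red) and lower (blue) in *psh1Δ pGAL-3Flag-CSE4*, as the change from t0 to t2 relative to WT (left), and in *htz1Δ* relative to WT at t2 (right), under 10 fits of the same counts. The left bars range from 1 called gene without batch 1 to 188 with all 34 libraries in 1 fit. The right bars range from 215 to 443. The fit with the culture as a block, which called 6 genes in *psh1Δ pGAL-3Flag-CSE4*, is not drawn.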

We confirmed that these gene expression changes were not due to an indirect effect of CENP-A^Cse4^ mislocalization to the rDNA by measuring the rDNA copy number and rRNA transcript levels, which were not significantly different between the strains (S9A and S9B Fig). We also confirmed that the differentially transcribed genes in the *psh1Δ pGAL-3Flag-CSE4* strain are not a consequence of altered cell cycle progression [47, 77] (S9C Fig).

**Fig 6:**
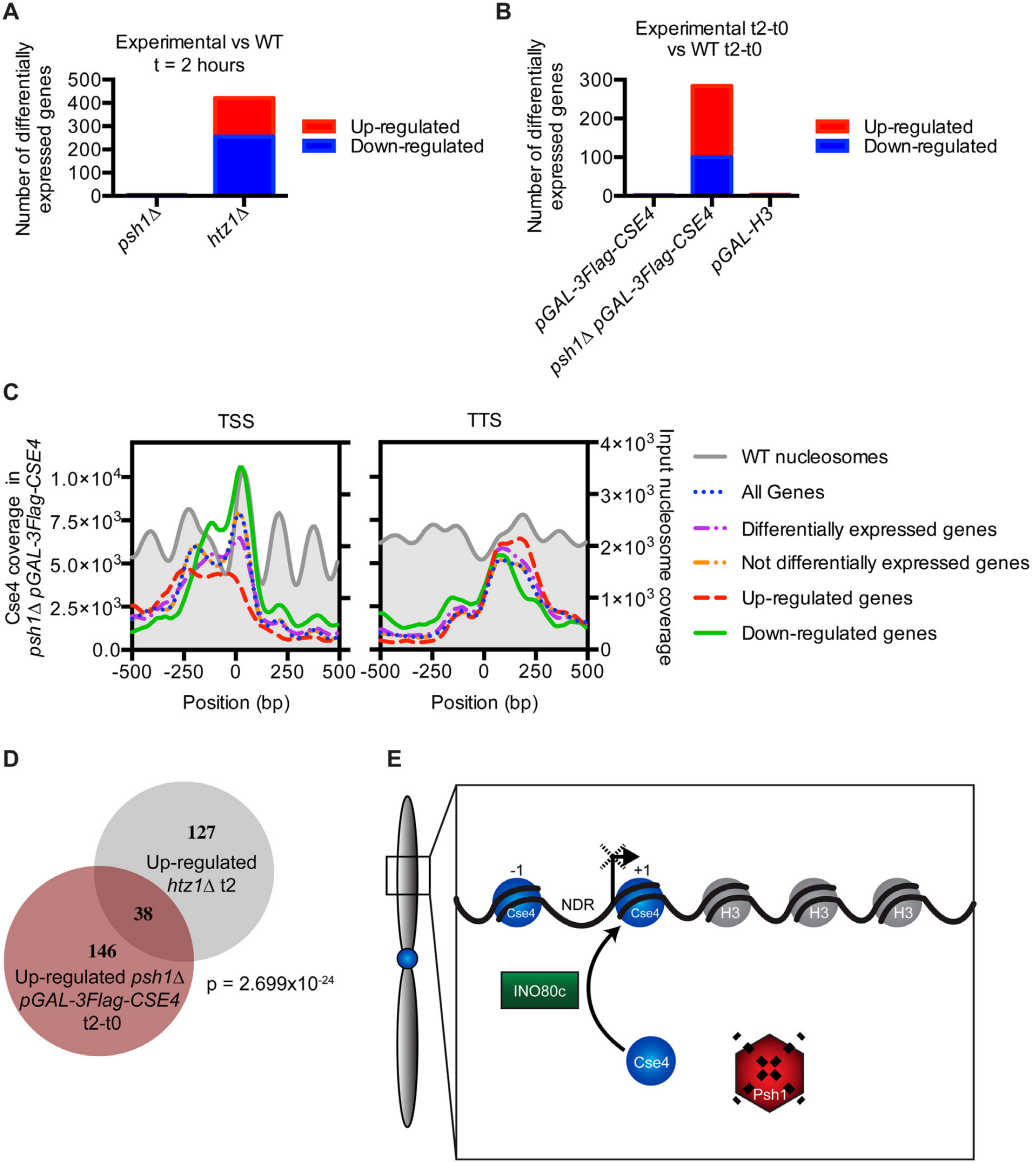
CENP-A^Cse4^ mislocalization to promoters alters transcription. (A) Graph of the number of transcripts significantly increased or decreased compared to the WT strain by RNA-seq of *psh1Δ* and *htz1Δ* cells at t = 2 hours. Differential expression analysis statistics were performed using edgeR [78]. (B) Graph of the number of transcripts significantly increased or decreased at t = 2 hours compared to t = 0 in *pGAL-3Flag-CSE4*, *psh1Δ pGAL-3Flag-CSE4*, and *pGAL-H3* that are not also changed at t = 2 hours compared to t = 0 in the WT strain. (C) TSS and TTS profiles of CENP-A^Cse4^ enrichment based on the measured transcriptional changes by RNA-seq in the *psh1Δ pGAL-3Flag-CSE4* strain. (D) Proportional Venn diagram of genes up-regulated in *psh1Δ pGAL-3Flag-CSE4* at t = 2 hours and genes up-regulated in *htz1Δ* at t = 2 hours. p = 2.699x10^-24^ (p-value from a cumulative hypergeometric distribution test, which represents the probability of the number of genes overlapped or greater between the two strains.) (E) Model: At chromosome arms, INO80-C-mediated full nucleosome turnover may lead to CENP-A^Cse4^ deposition and H2A.Z^Htz1^ removal. Psh1 blocks stable CENP-A^Cse4^ promoter incorporation by ubiquitylating mislocalized CENP-A^Cse4^ and targeting it for degradation. Mislocalization of CENP-A^Cse4^ to promoters leads to misregulation of a subset of downstream genes, which could affect survival of these cells.

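Counted as genes changed between t2 and t0 in the strain and not in WT, 68 transcripts increased and 126 decreased in *pGAL-3Flag-CSE4*, 176 and 148 in *psh1Δ pGAL-3Flag-CSE4*, and 300 and 225 in *pGAL-H3*. Before genes called in WT were removed, 110 increased and 192 decreased in *pGAL-3Flag-CSE4*, 209 and 181 in *psh1Δ pGAL-3Flag-CSE4*, and 360 and 311 in *pGAL-H3*. In WT itself 70 increased and 116 decreased. A gene called in a strain and not in WT is counted here without a test of the difference between them. The authors' deposited tables, which compare the change in each strain with that in WT, call 2, 284 and 3 genes in the same order of strains.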

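In the authors' deposited tables, 184 genes were up in *psh1Δ pGAL-3Flag-CSE4* and 165 in *htz1Δ* at t2 at the paper's limits, and 38 were up in both, where 4.89 would be shared by chance among 6209 genes. The cumulative hypergeometric probability of at least that many in the authors' deposited tables is 2.699e-24. In the fits to the counts, all 38 genes were higher in both comparisons, with a median log2 change of 1.14 in *psh1Δ pGAL-3Flag-CSE4* and 0.92 in *htz1Δ*. These values are not independent evidence, because the genes were chosen as up in both strains on the same counts. Of these 38 genes, 5 were called up in *psh1Δ pGAL-3Flag-CSE4*, 34 in *htz1Δ* and 5 in both.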

To determine whether CENP-A^Cse4^ mislocalization to promoters correlates with transcriptional misregulation of downstream genes, we compared the promoters with CENP-A^Cse4^ peaks to the genes showing altered transcription in the *psh1Δ* strain overexpressing CENP-A^Cse4^. While there was a significant overlap (p = 0.0009, hypergeometric distribution) between the down-regulated genes and those with promoter CENP-A^Cse4^ peaks (S9D Fig), the vast majority of genes with CENP-A^Cse4^ promoter peaks do not have changes in transcription. This is similar to the relationship between H2A.Z^Htz1^ peaks and the genes that are differentially regulated in *htz1Δ* [9], confirming that changes in the histone composition of promoters does not always lead to direct transcriptional effects. However, the downregulated genes have much higher CENP-A^Cse4^ coverage at the +1 nucleosome compared to other promoters, suggesting that both the amount and position of CENP-A^Cse4^ misincorporation may determine which downstream genes become misregulated (Fig 6C). 

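S2 File lists 26 targets of Cse2 among the genes with CENP-A Cse4 promoter peaks that were downregulated in *psh1Δ pGAL-3Flag-CSE4*. In the counts, all 26 fell relative to WT in every batch, with a median log2 difference of -0.75 and a range from -1.28 to -0.62. The edgeR quasi-likelihood test called 3 of them over all genes and 26 adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The likelihood ratio test called 20 and the fit of all 34 libraries 19. With batch 1, 2 or 3 left out the quasi-likelihood test called 0, with 24 of the 26 at an unadjusted p under 0.05 each time, and with the culture as a block it called 0, with 26 at an unadjusted p under 0.05. In *pGAL-3Flag-CSE4* the same 26 genes had a median of -0.13, and in *htz1Δ* at t2 a median of 0.02. *CSE2* itself (YNR010W) had a log2 difference of -0.54 in *psh1Δ pGAL-3Flag-CSE4* (standard error 0.23, adjusted p = 0.256, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the limits.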

Analysis of transcription factor binding sites enriched at promoters of the downregulated genes with CENP-A^Cse4^ promoter peaks identified Cse2 (SGDID: S000005293) as the most significantly enriched transcription factor (S2 File). Cse2 is a subunit of the RNA Polymerase II Mediator complex, and has also been shown to be required for chromosome segregation [79, 80], leading to the possibility that the transcriptional defects are correlated with altered Cse2 function.

Given the relationship between CENP-A^Cse4^ and H2A.Z^Htz1^ localization, we also asked whether there was a correlation between the transcriptional changes in *psh1Δ pGAL-3Flag-CSE4* and *htz1Δ* mutant cells. 

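Of the 10 genes up in *psh1Δ pGAL-3Flag-CSE4* and the 162 up in *htz1Δ* at t2, 5 were up in both, against 0.261 expected by chance (hypergeometric test over 6209 genes, which is a one-sided Fisher's exact test, p = 2.58e-06). Among them were *LYS1* (YIR034C, chromosome IX, 419615 to 420736), with log2 changes of 1.10 and 0.93 in the respective strains, YKL153W (chromosome XI, 163600 to 164109) with 1.35 and 0.95, *ARG1* with 1.59 and 0.59, and YOR343W-B (chromosome XV, 970578 to 975891) with 1.29 and 0.86. Only 7.26% of the 50-base windows of YOR343W-B were unique in the genome, so its counts are uncertain. The number of shared genes depended on the fit and was 21 with the likelihood ratio test, 23 with DESeq2, 23 with all 34 libraries in 1 fit, and 0 without batch 1. With the culture as a block, 4 genes were up in *psh1Δ pGAL-3Flag-CSE4* and 1 was shared, where 0.104 was expected (p = 0.1004, same exact test). Among genes that fell, 1 was shared where 0.432 was expected (p = 0.357, same exact test).
Both comparisons use the WT libraries at t2. In 100 simulated draws, unchanged groups set against shared WT libraries called at most 2 genes higher in either comparison, too few to measure an overlap. Across all genes, which are not independent replicates, the log2 changes of both comparisons had a Pearson correlation of 0.19 and a Spearman correlation of 0.17, and unchanged groups that shared the WT libraries gave a median Pearson correlation of 0.343 (0.266 to 0.397) in the simulation. When both groups were given the fitted changes of their genes at an unadjusted p under 0.05, with those of *htz1Δ* shuffled among genes so that the changes were unrelated, 100 draws gave a median Pearson correlation of 0.142 (0.0564 to 0.198) and a median Spearman correlation of 0.170 (0.135 to 0.194), ranges that include the observed values. Within batches 1, 2 and 3 the Pearson correlation was 0.357, 0.256 and 0.276. With *psh1Δ* in place of WT for *psh1Δ pGAL-3Flag-CSE4*, so that no library was shared, it was 0.0977.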

Interestingly, there was a significant overlap between the genes that increased transcription in both strains (Fig 6D), and these were also enriched for CENP-A^Cse4^ in the NDR (S9E Fig). We analyzed the promoters of the affected genes for common transcription factors and found 24 that are enriched at the promoters of these genes (S2 File), so the underlying mechanism for the misregulation is not clearly associated with one factor. However, these data are consistent with the relationship between CENP-A^Cse4^ mislocalization and the INO80-C chromatin remodeling machinery that controls H2A.Z^Htz1^.

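S2 File names 38 genes as targets on its sheet for genes upregulated in *htz1Δ* and in *psh1Δ pGAL-3Flag-CSE4*. All 38 rose relative to WT in *psh1Δ pGAL-3Flag-CSE4*, 36 of them in every batch, with a median log2 difference of 1.09 and a range from 0.56 to 1.59. The edgeR quasi-likelihood test called 3 over all genes and 33 adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. It called 0 without batch 1 and 0 without batch 2, with 20 and 37 genes higher at an unadjusted p under 0.05, and 1 without batch 3. In *htz1Δ* at t2, 30 of the 38 were higher than in WT, with a median of 0.41 and a range from -1.01 to 1.45, and 7 were called higher and 1 lower. In the authors' deposited tables, all 38 were up in *psh1Δ pGAL-3Flag-CSE4* and 7 were up in both strains.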

## Discussion

In this study, we performed the first genome-wide localization of the centromeric histone variant CENP-A^Cse4^ in the absence of Psh1-mediated proteolysis and found that it mislocalizes to intergenic regions when overexpressed. There was a significant correlation between the sites of CENP-A^Cse4^ mislocalization and nucleosomes that normally incorporate the H2A.Z^Htz1^ variant. Consistent with this, we found that INO80-C, which acts on H2A.Z^Htz1^ nucleosomes, also contributes to the ectopic localization of CENP-A^Cse4^, identifying another mechanism that promotes CENP-A^Cse4^ mislocalization. We also found that the number of CENP-A^Cse4^ ectopic peaks is significantly enhanced and leads to transcriptional defects when Psh1 is absent, underscoring the importance of proteolysis in maintaining genome stability through the exclusive localization of the centromeric histone variant.

The intergenic mislocalization of CENP-A^Cse4^ is similar to what has been observed with mild CENP-A^Cse4^ overexpression [54, 60] although we found that the mislocalization of overexpressed CENP-A^Cse4^ is much stronger in the absence of proteolysis. In human cells, CENP-A overexpression misincorporates at CTCF binding sites, which are associated with the histone variants H2A.Z and H3.3 and have high levels of histone turnover [33]. In budding yeast, the connection between histone turnover and CENP-A^Cse4^ mislocalization is less clear. High histone turnover and more open chromatin have been shown to be permissive for CENP-A^Cse4^ mislocalization [54, 60]. This is consistent with our results, as promoters have a higher level of turnover than intragenic regions [13]. However, a *caf1Δ hir1Δ* double mutant that decreases histone turnover genome-wide still mislocalizes even endogenous levels of CENP-A^Cse4^ to promoters [38]. Therefore, histone turnover is not strictly required for CENP-A^Cse4^ mislocalization and there must be additional mechanisms that promote the ectopic deposition of CENP-A^Cse4^.

### INO80-C promotes CENP-A^Cse4^ mislocalization

We identified a strong similarity between H2A.Z^Htz1^ localization and CENP-A^Cse4^ mislocalization in nucleosomes flanking NDRs, such as replication origins, centromeres, and +1 nucleosomes at promoters. We also found that INO80-C contributes to CENP-A^Cse4^ mislocalization. CENP-A^Cse4^ co-immunoprecipitates with INO80-C, and this interaction is increased in the *psh1Δ* mutant where there are higher levels of CENP-A^Cse4^. Consistent with this, an *nhp10Δ* mutant reduced the ectopic localization and partially rescued the growth defect of the *psh1Δ* mutant when CENP-A^Cse4^ was overexpressed. However, *nhp10Δ* does not fully rescue the lethality or ectopic deposition, so additional chromatin remodelers or histone chaperones must also contribute to ectopic CENP-A^Cse4^ incorporation. In humans, the chaperone activity of DAXX is involved in CENP-A deposition in euchromatin [33], but there is no ortholog of this protein in budding yeast.

H2A.Z^Htz1^ localization to nucleosomes flanking NDRs requires SWR-C binding, and SWR-C enrichment is increased with longer NDRs *in vivo* [66]. Similarly, we found that CENP-A^Cse4^ is enriched at longer NDRs. However, we determined that H2A.Z^Htz1^ and SWR-C are not required for CENP-A^Cse4^ deposition. Our work is instead consistent with the possibility that the two yeast histone variants could have an antagonistic relationship, such that they are found at the same places in the genome, but never at the same time. This is reminiscent of the relationship between CENP-A^Cnp1^ and H2A.Z^Htz1^ in fission yeast, where CENP-A^Cnp1^ forms neocentromeres in regions with low H2A.Z^Htz1^ when the endogenous centromere is deleted [53]. However, we detect CENP-A^Cse4^ mislocalization at nucleosomes that normally have high H2A.Z^Htz1^ enrichment. We speculate that this is due to different mechanisms leading to ectopic deposition. In fission yeast, the ectopic CENP-A^Cnp1^ localization to neocentromeres depended on the centromeric chaperone [53], while our data suggests a role for INO80-C in the ectopic deposition of highly expressed CENP-A^Cse4^. Given that INO80-C acts in opposition to SWR-C to remove H2A.Z^Htz1^ from nucleosomes, we propose that the full nucleosome turnover activity of INO80-C leads to the removal of H3 and the incorporation of CENP-A^Cse4^ into promoter nucleosomes (Fig 6E). This model explains both the co-localization of the histone variants and the potentially antagonistic relationship between H2A.Z^Htz1^ and CENP-A^Cse4^ in the chromatin.

### Psh1 acts on CENP-A^Cse4^ throughout the euchromatin

Although there is a significantly higher level of euchromatic CENP-A^Cse4^ in the absence of Psh1, the locations of the ectopic nucleosome positions are similar regardless of Psh1 activity. In both cases, overexpressed CENP-A^Cse4^ is enriched intergenically, suggesting that Psh1 does not have preferential sites of action genome-wide. However, CENP-A^Cse4^ was not significantly incorporated into genes even in the absence of Psh1, suggesting that additional mechanisms control its localization. We previously showed that the FACT complex, which was recently demonstrated to remove H2A.Z^Htz1^ from genes, interacts with Psh1 to facilitate CENP-A^Cse4^ degradation [47, 70, 81]. However, FACT does not interact with CENP-A^Cse4^ in the absence of Psh1 [47]. One possibility is that FACT could indirectly antagonize CENP-A^Cse4^ mislocalization into genes by ensuring that H3 is quickly reincorporated into nucleosomes following transcription, similar to its role in fission yeast [40]. In the future, it will be important to understand how intragenic regions are protected from CENP-A^Cse4^ deposition.

### CENP-A^Cse4^ mislocalization causes defects in transcription

For the first time in any organism, we detected large-scale changes in transcription when CENP-A mislocalized to euchromatin. This only occurred in cells lacking Psh1, and the downregulated genes had very high levels of CENP-A^Cse4^ in their promoters. This suggests that strong misincorporation of CENP-A^Cse4^ at a promoter may be required to cause transcriptional defects, and may explain why this has not been previously observed. 

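The dependence on Psh1 was tested as a difference between strains. The change from t0 to t2 in *psh1Δ pGAL-3Flag-CSE4* differed from that in *pGAL-3Flag-CSE4*, where n = 2, in 0 called genes, with 729 genes at an unadjusted p under 0.05. DESeq2 called 38 genes in this comparison, the likelihood ratio test 30 and all 34 libraries in 1 fit 27. Adding the likelihood ratio test and the batch block to the last fit, chosen after the data were seen, gave 118. With so few cultures and counts that depend on the fit, 0 called genes do not argue against a dependence on Psh1. Set against *psh1Δ* cells without the induced gene, 8 genes were called higher and 20 lower, and 978 had an unadjusted p under 0.05. *CSE4* transcript rose by 0.37 more on the log2 scale in *psh1Δ pGAL-3Flag-CSE4* than in *pGAL-3Flag-CSE4* (standard error 0.34, adjusted p = 0.701, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), a difference within the spread between batches.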

The levels of CENP-A^Cse4^ overexpression achieved in the absence of proteolysis are much higher than previous studies that have analyzed CENP-A^Cse4^ mislocalization. It is not clear whether mislocalization of CENP-A^Cse4^ at a given promoter is sufficient to directly decrease transcription. We found a significant enrichment of the Cse2 transcription factor in the promoters of the downregulated genes, leading to the intriguing possibility that CENP-A^Cse4^ incorporation alters Cse2 function at a subset of genes to inhibit transcription. It is interesting to note that Cse2 and Cse4 were identified in the same genetic screen for mutants in chromosome segregation [5, 79], and it will be important to further explore their relationship in the future.

We also identified genes that increased transcription when CENP-A^Cse4^ was mislocalized, and these significantly overlap with those altered in *htz1Δ* mutant cells. This further confirms the potential antagonistic relationship between the yeast histone variants, and suggests that high levels of CENP-A^Cse4^ may lead to similar chromatin changes at a subset of promoters as cells lacking H2A.Z^Htz1^. The underlying mechanism for why only a fraction of promoters that contain H2A.Z^Htz1^ are transcriptionally up-regulated in its absence is not known. We speculate that a change in nucleosome positioning or stability occurs at these promoters that facilitates the access of transcriptional machinery. Consistent with this, we found that the up-regulated gene promoters have CENP-A^Cse4^ enrichment within rather than flanking the NDR and lack strong +1 enrichment.

We found that regulating the levels and localization of the centromeric histone variant is critical to prevent transcriptional misregulation in budding yeast. Although CENP-A mislocalization leads to the formation of ectopic kinetochores in other organisms, we have not been able to determine whether this occurs in budding yeast due to the difficulty of detecting ectopic kinetochores [47]. Our work suggests the possibility that transcriptional defects due to the mislocalization of CENP-A^Cse4^ in the absence of proteolysis may be the underlying cause of lethality in these cells. These data highlight the need to accurately regulate the localization of the centromeric histone variant CENP-A^Cse4^ to both ensure genomic stability through its centromeric functions, as well as to prevent the disruption of euchromatic functions.

## Materials and Methods

### Yeast strain construction and microbial techniques

Microbial techniques and media were as described [82, 83]. For all experiments involving induction of *pGAL-3Flag-CSE4* or *pGAL-H3*, budding yeast cells of indicated strains were grown to log phase (OD 0.55–0.8, Bio-Rad SmartSpec 3000) in lactic acid media at 23°C and induced for 2 hours with 2% galactose. Yeast strains were constructed using standard genetic techniques. Epitope-tagged proteins were constructed using either a PCR integration technique [84] or by the integration of plasmids after restriction digestion. Specific plasmids and yeast strains used in this study are described in the S2 and S3 Tables.

### General protein techniques

Protein extracts to check total CENP-A^Cse4^ levels were prepared as described [85]. Immunoblots using chemiluminescence were performed as previously described [85]. For all immunoblots, the antibody dilutions were as follows: Mouse anti-Pgk1 monoclonal antibodies (Invitrogen Catalog # 459250) at a 1:10,000 dilution were used as a loading control. Mouse anti-Flag M2 monoclonal antibodies (Sigma-Aldrich Catalog # F3165) were used at a 1:3000 dilution, Mouse anti-HA 12CA5 monoclonal antibodies (Roche Catalog # 1-583-816) were used at a 1:10,000 dilution, and rabbit anti-H2B polyclonal antibodies (Active Motif Catalog # 39237) were used at a 1:3,000 dilution. Mouse anti-Myc 9E10 monoclonal antibodies were used at a 1:10,000 dilution (Covance Catalog # MMS-150R). Co-IP experiments were performed as previously described [81] for Psh1-Myc and Ino80-Myc strains using 5ul Protein G Dynabeads conjugated with 1.5ul anti-Myc (A-14, SC-789) and run on a gradient SDS-PAGE gel. Quantitative immunoblots were carried out according to [86] with the modification of using 4% non-fat milk in PBS as the blocking agent for the anti-Flag immunoblot. Briefly, IRDye anti-mouse and anti-rabbit secondary antibodies from LI-COR were used at a 1:15,000 dilution. The immunoblots were imaged on a LI-COR imaging system, and the protein levels were quantified using Image Studio Lite.

### Chromatin fractionation assay

Chromatin fractionation assays were performed as described [81], followed by quantitative immunoblots. The mean and SEM of three independent experiments is reported. anti-PGK1 was used as a marker and loading control for the soluble fraction, and anti-H2B was used as a marker and loading control for the chromatin fraction. The Cse4:H2B and H2A.Z:H2B ratios were normalized to the *pGAL-3Flag-CSE4* strain. Note that the levels of H2A.Z^Htz1^ and H2B are somewhat variable between strains. This may be due to differential susceptibility of the cell wall to zymolyase digestion during the chromatin fractionation procedure, which seems to vary between strains. To control for this, we used H2B to determine the level of total chromatin in each condition.

### ChIP-seq

3Flag-Cse4-containing nucleosomes were isolated by ChIP of 3Flag-Cse4 using monoclonal anti-Flag M2 antibodies (Sigma-Aldrich Catalog # F3165). ChIPs were performed with Micrococcal nuclease (MNase, Worthington Biochemical Corporation Catalog # LS004798)-treated chromatin as described [55] with the following addition. Before nuclei isolation, proteins were crosslinked to DNA with 1% formaldehyde for 15 minutes. Crosslinks were then reversed before DNA extraction by the addition of 1% SDS and an overnight incubation at 65°C [87]. DNA was extracted using phenol:chloroform extraction and ethanol precipitation, and was treated with RNAse and purified using a Qiagen Reaction Clean-up kit before library construction. Paired-end sequencing libraries of both input DNA from MNase-digested chromatin and 3Flag-Cse4 ChIP DNA were prepared using a modified Solexa library preparation protocol that captures DNA particles down to ~25 bp [55]. Cluster generation, followed by 25 cycles of paired-end sequencing on an Illumina HiSeq 2000, was performed by the Fred Hutchinson Cancer Research Center Genomics Shared Resource facility, resulting in 24 bp paired end reads. Base calling was performed using Illumina's Real Time Analysis software v1.13.48.0. Raw FASTQ sequence files were deposited in the NCBI GEO Series GSE69696.

### Identification of CENP-A^Cse4^-enriched loci from ChIP-seq data

Raw reads (passing Solexa quality test) were mapped to the *S*. *cerevisiae* reference genome version SacCer3 (*Saccharomyces* Genome Database (SGD)/UCSC) using the Burrows-Wheeler Aligner (BWA) [88]. The resulting Binary Sequence Alignment/Map (BAM) files were filtered for proper pairs with a mapping score > = 30 using samtools [89]. Mononucleosomes were identified as paired-end reads with insert sizes between 50 bp and 240 bp using R Bioconductor packages GenomicRanges, rtracklayer, Rsamtools, nucleR, and the UCSC SacCer3 reference genome [56, 90–92]. ChIP reads were compared to the input reads for each strain using the Dynamic Analysis of Nucleosome and Protein Occupancy by Sequencing, version 2 (DANPOS2) function Dpos with background subtraction [93], and the background-subtracted ChIP signal was normalized to the coverage at centromeric regions for each strain, which contains a CENP-A^Cse4^ nucleosome throughout the cell cycle [87], and smoothed using the default DANPOS2 Dpos smoothing parameters [93]. The resulting normalized coverage data was visualized using the Integrated Genomics Viewer (IGV) [94, 95]. Wiggle track format (WIG) files of the normalized coverage for each sample in 10 bp steps are available under NCBI GEO Series GSE69696.

To identify genomic loci enriched for CENP-A^Cse4^, we analyzed the coverage relative to the centromere. Although CENP-A^Cse4^ is constitutively localized to the centromere [96], its coverage at the centromere is under-represented relative to other genomic regions. This effect is likely due to the decreased solubility of the centromere to MNase digestion due to kinetochore protein binding, which makes it possible for other genomic regions to appear enriched above its occupancy at the centromere [54]. We called peaks of CENP-A^Cse4^ occupancy in each strain as any region where the CENP-A^Cse4^ enrichment was above the threshold of the minimum average coverage at any centromere in the *3Flag-CSE4* strain using R Bioconductor packages Genomic Ranges, rtracklayer, and the UCSC SacCer3 reference genome [56, 90–92] and the DANPOS2 function Dtriple to call peaks without any further normalization or smoothing [93]. rDNA ChIP coverage was set to 0 before peak calling due to the high copy number of this region, and this locus was excluded from subsequent computational analyses. Input nucleosome peaks were also called using DANPOS2 [93]. Browser Extensible Data (BED) files of the called peaks for each sample are available at NCBI GEO Series GSE69696.

### Overlap of CENP-A^Cse4^ peaks with genomic regions

Genomic regions were annotated using the following strategy: *Saccharomyces* Genome Database (SGD) annotations of the SacCer3 genome were used to call regions of centromeres, pericentromeres, telomeres, origins of replication, genes, and intergenic regions in that order, such that each base was assigned to only the first overlapping region type. To analyze the percentage of peaks from each strain in each genomic region, 1 bp regions at the center of each CENP-A^Cse4^ peak were overlapped with each region so that each peak was counted only once using R Bioconductor packages Genomic Ranges, rtracklayer, and UCSC SacCer3 [56, 90–92]. The same analysis was performed with CENP-A^Cse4^ peaks that either did or did not overlap WT H2A.Z^Htz1^ peaks.

### Meta-analysis of CENP-A^Cse4^ and H2A.Z^Htz1^ enrichment at gene ends and other genomic loci

We analyzed mean CENP-A^Cse4^ and H2A.Z^Htz1^ enrichment at the starts and ends of genes as well as centered on NDRs, origins of replication, or centromeres using the DANPOS2 profile function [65, 93]. H2A.Z^Htz1^ ChIP data is from [4]. H2A.Z^Htz1^ coverage was calculated from the mapped reads with greater than 90% identity using the DANPOS2 function dpos with the default parameters [93], after lifting over the coordinates to the SacCer3 genome using R Bioconductor packages Genomic Ranges, rtracklayer, and UCSC SacCer3 [56, 90–92]. For the analysis of the transcription start sites (TSS) and transcription termination sites (TTS), the mean CENP-A^Cse4^ or H2A.Z^Htz1^ coverage in 10 bp windows was calculated for 500 bp upstream and downstream of 3987 transcripts using custom gene files modified to use experimentally derived TSS data instead of open reading frame (ORF) start sites from Nagalakshmi et al, 2008 (GSE11209) [61]. For the analysis of specific groups of genes, the gene file was divided into the specified bins using R Bioconductor packages before using the DANPOS2 function. For NDRs, origins, and centromeres, DANPOS2 profile was run centered on the genomic features using bed files containing either each NDR [65], origin (from SacCer3 annotation) or centromere (from SacCer3 annotation). All plots were made using GraphPad Prism version 6.0 for OSX, GraphPad Software, La Jolla California USA, www.graphpad.com.

### Comparison of CENP-A^Cse4^ and H2A.Z^Htz1^ nucleosome localization

Coverage data was visualized using IGV [94, 95]. The fraction of overlap between CENP-A^Cse4^ peaks for each strain and reported H2A.Z^Htz1^ peaks (coarse grain nucleosome positions) from wild-type (WT) cells [4] was calculated using R Bioconductor packages GenomicRanges and rtracklayer [90–92].

### ChIP-PCR with sonication for H2A.Z^Htz1^ and *pTet-CSE4*

ChIP was performed from 50 ml formaldehyde-crosslinked cultures as described [97]. Chromatin was fragmented by sonication to approximately 500 bp fragments. For HA-Htz1 ChIP, 3HA-Htz1 was immunoprecipitated using anti-HA (12CA5) antibodies (Roche). 3-fold serial dilutions of the Input (1:100, 1:300, 1:900) and ChIP (1:3, 1:9, 1:27) DNA were used for PCR reactions to detect the amount of DNA pulled down with 3HA-Htz1 in each strain [97] and were analyzed on 1.4% agarose gels. Primers for the *RDS1* promoter are from [69] and are listed in S4 Table. For CENP-A^Cse4^ ChIP, CENP-A^Cse4^ was immunoprecipitated using anti-Cse4 (235N) antibodies [6] from strains with CENP-A^Cse4^ expression induced from an inducible tetracycline repressed promoter [98] after a 6-hour washout of doxycycline (5ug/ml) in YC-URA media. 3-fold serial dilutions of the Input (1:100, 1:300, 1:900) and ChIP (1x, 1:3, 1:9) DNA were used for PCR reactions at *CEN3* [87], the *SAP4* promoter and the *SLP1* promoter.

### RNA-seq

Total RNA was extracted from each sample using a hot acid phenol extraction protocol [99], followed by DNAse I treatment (Invitrogen Amplification Grade) phenol:chloroform extraction, and ethanol precipitation. Two or three independent biological replicates of each genotype were used. 

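The replicates of a genotype differed by more than counting error. Over 32 pairs of libraries of the same genotype and time, the chi-square per degree of freedom of their counts lay between 4.95 and 80.2, with a median of 16.9, where 1 is the value for counting error alone. The largest values came from batch 3 at t0. In the genotypes with 3 batches, t0 pairs that included batch 3 lay between 51.5 and 80.2, and those of batches 1 and 2 between 6.72 and 15.4. The t0 libraries of batch 3 enter every change from t0 to t2, except where batch 3 was left out. No pair was close enough to be a single library deposited under more than 1 name. The biological coefficient of variation, edgeR's measure of spread between replicates, was 0.154 for *htz1Δ* and WT at t0 and 0.108 for the same strains at t2.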

Total RNA integrity was checked using an Agilent 2200 TapeStation (Agilent Technologies, Inc., Santa Clara, CA) and quantified using a Trinean DropSense96 spectrophotometer (Caliper Life Sciences, Hopkinton, MA). RNA-seq libraries were prepared from total RNA using the TruSeq RNA Sample Prep v2 Kit (Illumina, Inc., San Diego, CA, USA) and a Sciclone NGSx Workstation (PerkinElmer, Waltham, MA, USA). Library size distributions were validated using an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA). Additional library QC, blending of pooled indexed libraries, and cluster optimization were performed using Life Technologies’ Invitrogen Qubit^®^ 2.0 Fluorometer (Life Technologies-Invitrogen, Carlsbad, CA, USA).

RNA-seq libraries were pooled (18-plex) and clustered onto a flow cell lane. Sequencing was performed using an Illumina HiSeq 2500 in “rapid run” mode employing a single-read, 50 base read length (SR50) sequencing strategy. Image analysis and base calling was performed using Illumina's Real Time Analysis v1.18 software, followed by 'demultiplexing' of indexed reads and generation of FASTQ files, using Illumina's bcl2fastq Conversion Software v1.8.4 (http://support.illumina.com/downloads/bcl2fastq_conversion_software_184.html). Reads of low quality were filtered prior to alignment to the reference genome (UCSC SacCer3 assembly) using TopHat v2.1.0[100]. Counts were generated from TopHat alignments for each gene using the Python package HTSeq v0.6.1[101]. 

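Of the 6209 genes in the deposited tables, the least covered had 59 counts over all 34 libraries, and every gene had more than 1 CPM in at least 2 libraries. The tables therefore already lack the genes that the authors removed for low counts. Of these genes, 1187 are listed by a systematic name only and 57 are non-coding RNA genes.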

Genes with low counts across all samples were removed, prior to identification of differentially expressed genes using the Bioconductor package edgeR v3.12.0[78]. A false discovery rate (FDR) method was employed to correct for multiple testing[102]. Differential expression was defined as |log_2_ (ratio) | ≥ 0.585 (± 1.5-fold) with the FDR set to 5%. Normalized differential expression data are available as excel files (S3 File), and raw data is available under NCBI GEO Series GSE69696.

### Comparison of transcriptional changes with *htz1Δ*

The overlap between lists of genes with significantly changed transcription compared to WT yeast in *htz1Δ* at t = 2 hours, and *psh1Δ pGAL-3Flag-CSE4* at t = 2 hours—t = 0 vs. WT t = 2 hours—t = 0 was found using the Whitehead Institute Compare Two Lists tool (http://jura.wi.mit.edu/bioc/tools/compare.php). The number of significantly up or down regulated transcripts overlapped between the genotypes was compared using the hypergeometric distribution (p-value is probability of getting more than the observed number of successes) using the total number of genes in the edgeR result files as the total population, using the GeneProf hypergeometric distribution calculator [103].

## Supporting Information

S1 Fig Characterization of ChIP-seq strains. (A) 5-fold serial dilutions of ChIP-seq strains (*3Flag-CSE4* (SBY10419), *psh1Δ 3Flag-CSE4* (SBY10484), *pGAL-3Flag-CSE4* (SBY10425) and *psh1Δ pGAL-3Flag-CSE4* (SBY10483)) grown on the indicated media at the indicated temperatures. (B) Immunoblot of CENP-A^Cse4^ and H2B levels in MNase-treated. chromatin (input) in the following strains: untagged WT (SBY3), *3Flag-CSE4* (SBY10419), *psh1Δ 3Flag-CSE4* (SBY10484), *pGAL-3Flag-CSE4* (SBY10425) and *psh1Δ pGAL-3Flag-CSE4* (SBY10483). (C) Immunoblot of samples from the ChIP-seq experiment showing 3Flag-Cse4 in the insoluble pellet (Pellet), the MNase-treated input chromatin (Input), the unbound material (after anti-FLAG IP) (Unbound), and the anti-FLAG IP for the following strains: *3Flag-CSE4* (SBY10419), *pGAL-3Flag-CSE4* (SBY10425), *psh1Δ 3Flag-CSE4* (SBY10484), and *psh1Δ pGAL-3Flag-CSE4* (SBY10483). Whole cell extract (WCE) from an untagged strain (SBY3) is also shown as a comparison. (D) Prepared Solexa libraries before sequencing for *3Flag-CSE4* (SBY10419), *pGAL-3Flag-CSE4* (SBY10425), *psh1Δ pGAL-3Flag-CSE4* (SBY10483) and *psh1Δ 3Flag-CSE4* (SBY10484), Both Input (IN) and IP are shown for each strain.
(TIF) Click here for additional data file.

S2 Fig Validation of ChIP-seq data. (A) ChIP-qPCR validation of CENP-A^Cse4^ centromeric peaks at *CEN4*, the rDNA locus, *SAP4* promoter, *SLP1* promoter, and the *UTH1* gene. % Input (means +/- 1 SEM) is shown for 2–4 biological replicates. Strains used were: untagged WT (SBY3, black), *3Flag-CSE4* (SBY10419, blue), *psh1Δ 3Flag-CSE4* (SBY10484, pink), *pGAL-3Flag-CSE4* (SBY10425, green) and *psh1Δ pGAL-3Flag-CSE4* (SBY10483, orange). (B) Fraction of total centromere like regions (CLRs) or low confidence negative control regions (LCNCRs) [60] that overlap CENP-A^Cse4^ ChIP-seq peaks in each strain. (C-F) AT% per CENP-A^Cse4^ ChIP or input nucleosome peak for the *3Flag-CSE4* strain (SBY10419), the *psh1Δ 3Flag-CSE4* strain (SBY10484), the *pGAL-3Flag-CSE4* strain (SBY10425), or the *psh1Δ pGAL-3Flag-CSE4* strain (SBY10483).
(TIF) Click here for additional data file.

S3 Fig Basal transcription levels are not correlated with CENP-A^Cse4^ mislocalization. (A-C) TSS and TTS profiles of CENP-A^Cse4^ ChIP compared to input nucleosome ChIP for *3Flag-CSE4* (SBY10419), *psh1Δ 3Flag-CSE4* (SBY10484), or *pGAL-3Flag-CSE4* (SBY10425) strains. Genes are binned by basal transcription level [61].
(TIF) Click here for additional data file.

S4 Fig Transcription direction is correlated with CENP-A^Cse4^ mislocalization. (A-C) TSS and TTS profiles of CENP-A^Cse4^ ChIP for *3Flag-CSE4* (SBY10419), *psh1Δ 3Flag-CSE4* (SBY10484), or *pGAL-3Flag-CSE4* (SBY10425) strains. The 5’ and 3’ ends of genes are binned by direction of upstream or downstream transcription.
(TIF) Click here for additional data file.

S5 Fig CENP-A^Cse4^ is mislocalized to nucleosomes flanking NDRs, origins of replication, and centromeres. (A-D) Mean CENP-A^Cse4^ ChIP coverage 500 bp upstream and downstream of all transcription start sites (TSS), for *3Flag-CSE4* (SBY10419), *psh1Δ 3Flag-CSE4* (SBY10484), *pGAL-3Flag-CSE4* (SBY10425), and *psh1Δ pGAL-3Flag-CSE4* (SBY10483) strains separated by the presence of an annotated NDR [65] within the promoter. (E) Mean CENP-A^Cse4^ ChIP coverage for the *psh1Δ pGAL-3Flag-CSE4* (SBY10483) strain (left y axis) vs. mean H2A.Z^Htz1^ ChIP coverage [4] (right y axis) at all origins of replication. (F) Mean CENP-A^Cse4^ ChIP coverage for *3Flag-CSE4* (SBY10419), *psh1Δ 3Flag-CSE4* (SBY10484), *pGAL-3Flag-CSE4* (SBY10425), *psh1Δ pGAL-3Flag-CSE4* (SBY10483) strains at all origins. (G) Mean CENP-A^Cse4^ ChIP coverage for *3Flag-CSE4* (SBY10419), *psh1Δ 3Flag-CSE4* (SBY10484), *pGAL-3Flag-CSE4* (SBY10425), and *psh1Δ pGAL-3Flag-CSE4* (SBY10483) strains at all centromeres.
(TIF) Click here for additional data file.

S6 Fig CENP-A^Cse4^ localization to H2A.Z^Htz1^ nucleosomes. (A) Mean CENP-A^Cse4^ (from *psh1Δ pGAL-3Flag-CSE4* (SBY10483)) and H2A.Z^Htz1^ (from WT strain [4]) ChIP coverage 500 bp flanking all TSS. (B) Mean CENP-A^Cse4^ (from *psh1Δ pGAL-3Flag-CSE4* SBY10483) and H2A.Z^Htz1^ (from WT strain [4]) ChIP coverage 500 bp flanking all TTS. (C) CENP-A^Cse4^ ChIP coverage for the *3Flag-CSE4* (SBY10419, blue), *psh1Δ 3Flag-CSE4* (SBY10484, pink), *pGAL-3Flag-CSE4* (SBY10425, green), *psh1Δ pGAL-3Flag-CSE4* (SBY10483, orange) strain and WT H2A.Z^Htz1^ coverage [4] (blue) on the chromosome 4 arm between 60,000 bp and 130,000 bp. (D) Boxplot showing H2A.Z^Htz1^ score distributions for each H2A.Z^Htz1^ nucleosome with (black) or without (blue) overlapping CENP-A^Cse4^ peaks in the *3Flag-CSE4* (SBY10419), *psh1Δ pGAL-3Flag-CSE4* (SBY10484), *pGAL-3Flag-CSE4* (SBY10425) or *psh1Δ pGAL-3Flag-CSE4* (SBY10483) strains. (E) The percentage of CENP-A^Cse4^ peak centers separated by overlap with H2A.Z^Htz1^ peaks in each type of genomic region is graphed for the *psh1Δ pGAL-3Flag-CSE4* strain (SBY10483). See Fig 1B for the percentages of the total CENP-A^Cse4^ peaks in each genomic region.
(TIF) Click here for additional data file.

S7 Fig The role of H2A.Z^Htz1^ and SWR-C in CENP-A^Cse4^ mislocalization. (A) Means +/- 1 SEM from quantitative immunoblots of chromatin fractionations measuring H2A.Z^Htz1^:H2B fold change vs. the *pGAL-3Flag-CSE4* strain. Strains used: *pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12832), *swr1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12956), *psh1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12833), and *swr1Δ psh1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12924). n = 3. (B) Immunoblot of a chromatin fractionation experiment from strains as in (A). Pgk1 is a marker of the soluble fraction and H2B is a marker of the chromatin fraction. (C) Stability assay of *pGAL-3Flag-CSE4* in WT (SBY12332), vs. *swr1Δ* (SBY12333) background. (-) samples were taken before adding 2% galactose to induce *pGAL-3Flag-CSE4* overexpression. 0–60 minute timepoints were taken after adding 2% glucose and cyclohexamide (50ug/ml) to inhibit transcription and translation of *pGAL-3Flag-CSE4*. Pgk1 is shown as a loading control. (D) HA-Htz1 ChIP in untagged WT (SBY3), *3HA-HTZ1 3Flag-CSE4* (SBY12918), *psh1Δ 3HA-HTZ1 3Flag-CSE4* (SBY13998), *3HA-HTZ1 pGAL-3Flag-CSE4* (SBY12832), *psh1Δ 3HA-HTZ1 pGAL-3Flag-CSE4* (SBY12833) at the *SAP4* and *RDS1* promoters and within the *ARE1* gene.
(TIF) Click here for additional data file.

S8 Fig The role of INO80-C in CENP-A^Cse4^ localization. (A) Mean +/- 1 SEM from quantitative immunoblots of chromatin fractionations measuring H2A.Z^Htz1^:H2B fold change vs. *pGAL-3Flag-CSE4* strain. Strains used: *pGAL-3Flag-CSE4 HA-HTZ1* (SBY12832), *nhp10Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12930), *psh1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12833), and *nhp10Δ psh1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12959). n = 3. (B) Immunoblot of chromatin fractionation from the strains in (A). Pgk1 is a marker of the soluble fraction and H2B is a marker of the chromatin fraction. (C) 5-fold serial dilutions of WT (SBY3939), *nhp10Δ* (SBY11577), *psh1Δ* (SBY8336), *psh1Δ nhp10Δ* (SBY12346), *pGAL-3Flag-CSE4* (SBY12349), *nhp10Δ pGAL-3Flag-CSE4* (SBY12317), *psh1Δ pGAL-3Flag-CSE4* (SBY12350), *nhp10Δ psh1Δ pGAL-3Flag-CSE4* (SBY12348) strains on indicated media. (D) Immunoblot of CENP-A^Cse4^ levels when induced with low levels of galactose (0.1%) in *psh1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12833) and *nhp10Δ psh1Δ pGAL-3Flag-CSE4 3HA-HTZ1* (SBY12959) cells. Pgk1 is shown as a loading control. (E) Stability assay of *pGAL-3Flag-CSE4* in wild-type (SBY12349) vs. *nhp10Δ* (SBY12317) background. (-) samples were taken before adding 2% galactose to induce *pGAL-3Flag-CSE4* overexpression. 0–60 minute timepoints were taken after adding 2% glucose and cyclohexamide (50ug/ml) to stop transcription and translation of *pGAL-3Flag-CSE4*. Pgk1 is shown as a loading control.
(TIF) Click here for additional data file.

S9 Fig Comparison of CENP-A^Cse4^ promoter mislocalization and changes in gene expression. (A) rDNA copy number ratio comparing the rDNA to *UTH1*, a single copy gene. Graph shows the mean ratio +/- 1 SEM for 3 biological replicates. Strains used were: *3Flag-CSE4* (SBY10419), *psh1Δ 3Flag-CSE4* (SBY10484), *pGAL-3Flag-CSE4* (SBY10425), *psh1Δ pGAL-3Flag-CSE4* (SBY10425). (B) rRNA expression analysis compared to *ACT1* at t0 and t2 for strains used in the RNA-seq experiment (see S5 Table). Graph shows mean ratio +/- 1 standard deviation. (n = 2–3) (C) Cell cycle distribution of cell cycle regulated genes differentially expressed (DE) at t2 in *psh1Δ pGAL-3Flag-CSE4*. (D) Proportional Venn diagram of genes upregulated in *psh1Δ pGAL-3Flag-CSE4* at t = 2 hours and genes with CENP-A^Cse4^ peaks in their promoters in the *psh1Δ pGAL-3Flag-CSE4* strain. p = 0.009 from a cumulative hypergeometric distribution test. (E) TSS and TTS profiles of CENP-A^Cse4^ ChIP coverage in the *psh1Δ pGAL-3Flag-CSE4* (SBY10483) strain at all genes (blue), upregulated differentially expressed (DE) genes in *psh1Δ pGAL-3Flag-CSE4* only (red), upregulated DE genes in *htz1Δ* only (green), or upregulated DE genes in both *psh1Δ pGAL-3Flag-CSE4* and *htz1Δ* (purple).
(TIF) Click here for additional data file.

S1 Table ChIP-seq information. (PDF) Click here for additional data file.

S2 Table Yeast strains used in this study. (PDF) Click here for additional data file.

S3 Table Plasmids used in this study. (PDF) Click here for additional data file.

S4 Table Oligonucleotides used in this study. (PDF) Click here for additional data file.

S5 Table RNA-seq information. (PDF) Click here for additional data file.

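S5 Table gives the mapped reads of each library, and the paper's numbers run from 6778973 to 8736689. The counts on the 6209 listed genes made up between 76.6% and 79.0% of the paper's mapped reads, with a median of 78.0%. The values reported here rest on these counts.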

S1 File RNA-seq differential gene expression data. (XLSX) Click here for additional data file.

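The log2 changes fitted to the counts and those in the authors' deposited tables had a Pearson correlation across genes, which are not independent replicates, of 0.998 for *psh1Δ pGAL-3Flag-CSE4* and 0.999 for *htz1Δ* at t2. At the paper's limits, the authors' deposited table calls 284 genes in *psh1Δ pGAL-3Flag-CSE4*, among them all 21 called by the edgeR quasi-likelihood test here. For *htz1Δ* at t2 the authors' deposited table calls 421 genes, of which 384 were also called here.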

S2 File Transcription factor enrichment analysis. (XLSX) Click here for additional data file.

S3 File Supplemental methods. (PDF) Click here for additional data file.

# Supplementary material for: Regulation of Budding Yeast CENP-A levels Prevents Misincorporation at Promoter Nucleosomes and Transcriptional Defects
**Source:** PLoS Genet. 2016 Mar 16;12(3):e1005930. doi: 10.1371/journal.pgen.1005930
**Supplement:** S1 Table

**S1 Table: ChIP-seq information**

| Strain                                               | Input<br>Correctly<br>Mapped<br>Mono-<br>nucleosomal<br>Read # | IP Correctly<br>Mapped<br>Mono-<br>nucleosomal<br>Read # | Input<br>Average<br>Read<br>Length | IP<br>Average<br>Read<br>Length | Average<br>Mono-<br>nucleosomal<br>Read<br>Depth/bp<br>Input | Average<br>Mono-<br>nucleosomal<br>Read<br>Depth/bp IP |
|------------------------------------------------------|----------------------------------------------------------------|----------------------------------------------------------|------------------------------------|---------------------------------|--------------------------------------------------------------|--------------------------------------------------------|
| <i>3Flag-CSE4</i><br>(SBY10419)                      | 22462364                                                       | 3016017                                                  | 164                                | 161                             | 303                                                          | 203                                                    |
| <i>psh1Δ 3Flag-CSE4</i><br>(SBY10484)                | 19476982                                                       | 1530412                                                  | 148                                | 147                             | 238                                                          | 88                                                     |
| <i>pGAL-3Flag-CSE4</i><br>(SBY10425)                 | 54398610                                                       | 17742746                                                 | 158                                | 158                             | 708                                                          | 1145                                                   |
| <i>psh1Δ</i><br><i>pGAL-3Flag-CSE4</i><br>(SBY10483) | 37815050                                                       | 13220125                                                 | 149                                | 154                             | 464                                                          | 602                                                    |

# Supplementary material for: Regulation of Budding Yeast CENP-A levels Prevents Misincorporation at Promoter Nucleosomes and Transcriptional Defects
**Source:** PLoS Genet. 2016 Mar 16;12(3):e1005930. doi: 10.1371/journal.pgen.1005930
**Supplement:** S2 Table

## S2 Table. Yeast Strains used in this study.

All strains are isogenic to W303

| Strain   | Genotype                                                                                                                                        | Integrated and [replicating] plasmids | Source |
|----------|-------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------|--------|
| SBY3     | <i>MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1</i><br><i>can1-100 bar1-1 bud4 rad5-535</i>                                                     |                                       |        |
| SBY3939  | <i>MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1</i><br><i>can1-100 bar1-1 bud4 RAD5</i>                                                         |                                       |        |
| SBY4471  | <i>MATa ura3-1 leu2,3-112 his3-11 trp1-1::pGAL-H3:TRP1 ade2-1 can1-100 bar1-1 bud4 RAD5</i>                                                     | <i>pSB893</i>                         |        |
| SBY6183  | <i>MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1</i><br><i>can1-100 bar1-1 bud4 RAD5 htz1::HYG</i>                                               |                                       | [1]    |
| SBY9540  | <i>MATa ura3-1 leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100</i><br><i>bar1-1 bud4 rad5-535</i>                              | <i>pSB1729</i>                        |        |
| SBY10419 | <i>MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-112 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4</i><br><i>RAD5 cse4::KAN</i>                        | <i>pSB1067</i>                        |        |
| SBY10425 | <i>MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1</i><br><i>ade2-1 can1-100 bar1-1 bud4 RAD5 cse4::KAN</i> | <i>pSB1067,</i><br><i>pSB1729</i>     |        |
| SBY10483 | <i>MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1</i>                                                      | <i>pSB1067,</i><br><i>pSB1729</i>     |        |

|          |                                                                                                                          |                |                               |
|----------|--------------------------------------------------------------------------------------------------------------------------|----------------|-------------------------------|
|          | <i>ade2-1 can1-100 bar1-1 bud4 RAD5 cse4::KAN</i>                                                                        |                |                               |
|          | <i>psh1::KAN</i>                                                                                                         |                |                               |
| SBY10484 | <i>MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-112 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 RAD5 cse4::KAN psh1::KAN</i> | <i>pSB1067</i> |                               |
| SBY12317 | <i>MATa ura3-1 leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 rad5-535 nhp10::HYG</i>      | <i>pSB1729</i> | <i>nhp10::HYG</i><br>from [2] |
| SBY12332 | <i>MATa ura3-1 leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 rad5-535</i>                 | <i>pSB1729</i> |                               |
| SBY12333 | <i>MATa ura3-1 leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 rad5-535 swr1::HYG</i>       | <i>pSB1729</i> | <i>swr1::HYG</i> from [3]     |
| SBY12338 | <i>MATa ura3-1 leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 RAD5 psh1::KAN</i>           | <i>pSB1729</i> |                               |
| SBY12349 | <i>MATa ura3-1 leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 RAD5</i>                     | <i>pSB1729</i> |                               |
| SBY12350 | <i>MATa ura3-1 leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 RAD5 psh1::KAN</i>           | <i>pSB1729</i> |                               |

SBY12779    *MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1*    *pSB1072*  
                  *can1-100 bar1-1 bud5 RAD5*  
                  *htz1::HYG::pHTZ1-3HA-HTZ1::TRP*

SBY12832    *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-*    *pSB1067,*  
                  *112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1*    *pSB1072,*  
                  *ade2-1 can1-100 bar1-1 bud4 RAD5*    *pSB1729*  
                  *htz1::HYG::pHTZ1-3HA-HTZ1::TRP cse4::KAN*

SBY12833    *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-*    *pSB1067,*  
                  *112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1*    *pSB1072,*  
                  *ade2-1 can1-100 bar1-1 bud4 RAD5*    *pSB1729*  
                  *htz1::HYG::pHTZ1-3HA-HTZ1::TRP cse4::KAN*  
                  *psh1::KAN*

SBY12918    *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-*    *pSB1067,*  
                  *112 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4*    *pSB1072*  
                  *RAD5 htz1::HYG::pHTZ1-3HA-HTZ1::TRP*  
                  *cse4::KAN*

SBY12920    *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-*    *pSB1067,*  
                  *112 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4*    *pSB1729*  
                  *RAD5 htz1::HYG::pHTZ1-3HA-HTZ1::TRP*  
                  *cse4::KAN swr1::HYG*

SBY12922    *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-*    *pSB1067,*  
                  *112 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4*    *pSB1072,*  
                  *RAD5 htz1::HYG::pHTZ1-3HA-HTZ1::TRP*    *pSB1729*

*cse4::KAN swr1::HYG psh1::KAN*

SBY12924 *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3- pSB1067,*  
*112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 pSB1729,*  
*ade2-1 can1-100 bar1-1 bud4 RAD5 pSB1072*  
*htz1::HYG::pHTZ1-3HA-HTZ1::TRP cse4::KAN*  
*swr1::HYG psh1::KAN*

SBY12928 *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3- pSB1067*  
*112 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4*  
*RAD5 htz1::HYG::pHTZ1-3HA-HTZ1::TRP*  
*cse4::KAN nhp10::HYG psh1::KAN*

SBY12930 *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3- pSB1067,*  
*112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 pSB1072,*  
*ade2-1 can1-100 bar1-1 bud4 RAD5 pSB1729*  
*htz1::HYG::pHTZ1-3HA-HTZ1::TRP cse4::KAN*  
*nhp10::HYG*

SBY12956 *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3- pSB1067,*  
*112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 pSB1072,*  
*ade2-1 can1-100 bar1-1 bud4 RAD5 pSB1729*  
*htz1::HYG::pHTZ1-3HA-HTZ1::TRP cse4::KAN*  
*swr1::HYG*

SBY12958 *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3- pSB1067,*  
*112 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 pSB1072*  
*RAD5 htz1::HYG::pHTZ1-3HA-HTZ1::TRP*

*cse4::KAN nhp10::HYG*

- SBY12959    *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 RAD5 htz1::HYG::pHTZ1-3HA-HTZ1::TRP cse4::KAN nhp10::HYG psh1::KAN*    *pSB1067, pSB1072, pSB1729*
- SBY13702    *MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 rad5-535 htz1::HYG::pHTZ1-3HA-HTZ1::TRP*    *pSB1072*
- SBY13998    *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-112 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 RAD5 htz1::HYG::pHTZ1-3HA-HTZ1::TRP cse4::KAN psh1::KAN*    *pSB1067, pSB1072*
- SBY14482    *MATa ura3-1::pCSE4-3Flag-CSE4::URA leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 RAD5 cse4::KAN PSH1-13Myc::HIS htz1::HYG::pHTZ1-3HA-HTZ1::TRP*    *pSB1067 pSB1729*
- SBY14515    *MATa ura3-1 leu2,3-112::pGAL-3Flag-CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100 bar1-1 bud4 rad5-535 INO80-13Myc::HIS psh1::KAN*    *pSB1729*
- SBY14526    *MATa ura3-1 leu2,3-112::pGAL-3Flag-*    *pSB1729*

*CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100*  
*bar1-1 bud4 rad5-535 INO80-13Myc::HIS*

SBY14527 *MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1*  
*can1-100 bar1-1 bud4 rad5-535 INO80-*  
*13Myc::HIS*

SBY15903 *MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1* [pSB1073]  
*can1-100 bar1-1 rad5-535 2uM::pTET-*  
*CSE4::URA*

SBY15904 *MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1* [pSB1073]  
*can1-100 bar1-1 rad5-535 2uM::pTET-*  
*CSE4::URA psh1::KAN*

SBY15906 *MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1* [pSB1073]  
*can1-100 bar1-1 rad5-535 2uM::pTET-*  
*CSE4::URA psh1::KAN htz1::KAN*

SBY15924 *MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1* [pSB416]  
*can1-100 bar1-1 rad5-535 2uM::pTET-*  
*Empty::URA*

SBY16018 *MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1*  
*can1-100 bar1-1 bud4 RAD5 psh1::KAN*

SBY16066 *MATa ura3-1 leu2,3-112::pGAL-3Flag-* pSB1729  
*CSE4:LEU2 his3-11 trp1-1 ade2-1 can1-100*  
*bar1-1 bud4 RAD5*

SBY16072 *MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1*

|          |                                                                                                                                    |                |
|----------|------------------------------------------------------------------------------------------------------------------------------------|----------------|
|          | <i>can1-100 bar1-1 bud4 RAD5</i>                                                                                                   |                |
| SBY16074 | <i>MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1</i><br><i>can1-100 bar1-1 bud4 RAD5 htz1::HYG</i>                                  |                |
| SBY16076 | <i>MATa ura3-1 leu2,3-112 his3-11 trp1-1::pGAL-</i><br><i>H3::TRP1 ade2-1 can1-100 bar1-1 bud4 RAD5</i>                            | <i>pSB893</i>  |
| SBY16080 | <i>MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1</i><br><i>can1-100 bar1-1 bud4 RAD5</i>                                            |                |
| SBY16082 | <i>MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1</i><br><i>can1-100 bar1-1 bud4 RAD5 htz1::HYG</i>                                  |                |
| SBY16084 | <i>MATa ura3-1 leu2,3-112 his3-11 trp1-1::pGAL-</i><br><i>H3::TRP1 ade2-1 can1-100 bar1-1 bud4 RAD5</i>                            | <i>pSB893</i>  |
| SBY16099 | <i>MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1</i><br><i>can1-100 bar1-1 bud4 RAD5 psh1::KAN</i>                                  |                |
| SBY16101 | <i>MATa ura3-1 leu2,3-112 his3-11 trp1-1 ade2-1</i><br><i>can1-100 bar1-1 bud4 RAD5 psh1::KAN</i>                                  |                |
| SBY16102 | <i>MATa ura3-1 leu2,3-112::pGAL-3Flag-</i><br><i>CSE4::LEU2 his3-11 trp1-1 ade2-1 can1-100</i><br><i>bar1-1 bud4 RAD5</i>          | <i>pSB1729</i> |
| SBY16103 | <i>MATa ura3-1 leu2,3-112::pGAL-3Flag-</i><br><i>CSE4:LEU2 his3-11 trp1-1 ade2-1 can1-100</i><br><i>bar1-1 bud4 RAD5 psh1::HYG</i> | <i>pSB1729</i> |

---

## References

1. Lindstrom KC, Vary JC, Jr., Parthun MR, Delrow J, Tsukiyama T. Isw1 functions in parallel with the NuA4 and Swr1 complexes in stress-induced gene repression. *Mol Cell Biol.* 2006 Aug;26(16):6117-29. PubMed PMID: 16880522. PMCID: PMC1592817.
2. Vincent JA, Kwong TJ, Tsukiyama T. ATP-dependent chromatin remodeling shapes the DNA replication landscape. *Nat Struct Mol Biol.* 2008 May;15(5):477-84. PubMed PMID: 18408730. PMCID: PMC2678716.
3. Alcid EA, Tsukiyama T. ATP-dependent chromatin remodeling shapes the long noncoding RNA landscape. *Genes Dev.* 2014 Nov 1;28(21):2348-60. PubMed PMID: 25367034. PMCID: PMC4215180.

# Supplementary material for: Regulation of Budding Yeast CENP-A levels Prevents Misincorporation at Promoter Nucleosomes and Transcriptional Defects
**Source:** PLoS Genet. 2016 Mar 16;12(3):e1005930. doi: 10.1371/journal.pgen.1005930
**Supplement:** S3 Table

**S3 Table. Plasmids used for this study.**

| Plasmid Number | Description                                                               | Source      |
|----------------|---------------------------------------------------------------------------|-------------|
| pSB1067        | <i>pCSE4-3Flag-CSE4</i> + 500bp downstream, <i>URA3</i> (integrating) [1] |             |
| pSB1072        | <i>pHTZ1-3HA-HTZ1</i> + 250bp downstream, <i>TRP1</i> (integrating)       | Biggins Lab |
| pSB1729        | <i>pGAL-3Flag-CSE4</i> + 500bp downstream, <i>LEU2</i> (integrating)      | Biggins Lab |
| pSB893         | <i>pGAL-HHT1, TRP1</i> (integrating)                                      | [2]         |
| pSB1073        | <i>pTET-CSE4, URA3, 2μM</i>                                               | Biggins Lab |
| pSB416 (CM190) | <i>pTET-empty vector, URA3, 2μM</i>                                       | [3]         |

## References

1. Deyter GMR, Biggins S. The FACT complex interacts with the E3 ubiquitin ligase Psh1 to prevent ectopic localization of CENP-A. *Genes Dev.* 2014 Aug 15;28(16):1815-26.
2. Ranjitkar P, Press MO, Yi X, Baker R, MacCoss MJ, Biggins S. An E3 ubiquitin ligase prevents ectopic localization of the centromeric histone H3 variant via the centromere targeting domain. *Mol Cell.* 2010 Nov 12;40(3):455-64. PubMed PMID: 21070971. PMCID: 2995698. Epub 2010/11/13.

3. Gari E, Piedrafita L, Aldea M, Herrero E. A set of vectors with a tetracycline-regulatable promoter system for modulated gene expression in *Saccharomyces cerevisiae*. *Yeast*. 1997;13:837-48.

# Supplementary material for: Regulation of Budding Yeast CENP-A levels Prevents Misincorporation at Promoter Nucleosomes and Transcriptional Defects
**Source:** PLoS Genet. 2016 Mar 16;12(3):e1005930. doi: 10.1371/journal.pgen.1005930
**Supplement:** S4 Table

**S4 Table. Oligonucleotides used for this study.**

| Oligo Number | Purpose                         | Sequence                     | Source                        |
|--------------|---------------------------------|------------------------------|-------------------------------|
| SB773        | <i>CEN3</i> Forward             | ATCAGCGCCAAACAATATGGAA<br>AA | [1]                           |
| SB774        | <i>CEN3</i> Reverse             | GAGCAAAACTTCCACCAGTAAA<br>CG | [1]                           |
| SB3061       | <i>CEN4</i> forward             | TCACATGCTTATAATCAACTTTT      | K. Krassovsky,<br>S. Henikoff |
| SB3062       | <i>CEN4</i> Reverse             | TGTTTCGGTAATCATAAACAA        | K. Krassovsky,<br>S. Henikoff |
| SB3735       | <i>SAP4</i> Promoter<br>Forward | ACAGCACAACACGCTTACCA         | This study                    |
| SB3736       | <i>SAP4</i> Promoter<br>Reverse | CCAGCCCTAAATCCCCTAAA         | This study                    |
| SB3781       | <i>SLP1</i> Promoter<br>Forward | TCCTAGGTTATCTCATCGGTACT      | This study                    |
| SB3782       | <i>SLP1</i> Promoter<br>Reverse | ACTATATCCATTGCGTCCTTTCT      | This study                    |
| SB3814       | <i>UTH1</i> Gene<br>Forward     | GTAACACCGCCACCTCTTGT         | This study                    |
| SB3815       | <i>UTH1</i> Gene<br>Reverse     | ACCATCGGAAGGTTGTTTCAG        | This study                    |

|          |                      |                         |            |
|----------|----------------------|-------------------------|------------|
| SB4768   | <i>RDSI</i> Promoter | GACCCGTGCAGATCACTATTACA | [2]        |
| (CR2)    | Forward              |                         |            |
| SB4769   | <i>RDSI</i> Promoter | GCAGTTTATCACATTTCGGTTTG | [2]        |
| (CR2)    | Reverse              |                         |            |
| SB4983   | <i>rDNA (RDN25)</i>  | GCCTGTGGGAATACTGCCAG    | L. Lee, T. |
| (TT4412) | Forward              |                         | Tsukiyama  |
| SB4984   | <i>rDNA (RDN25)</i>  | CCATCTTTCGGGTCCCAACAGC  | L. Lee, T. |
| (TT4413) | Reverse              |                         | Tsukiyama  |
| SB4762   | <i>AREI</i> Gene     | AAGGAATCTTTGTCCCCAGAGA  | [2]        |
| SB4763   | <i>AREI</i> Gene     | TCTTGGGTAGTTGATCTGGTACA | [2]        |
|          |                      | C                       |            |

---

## References

1. Collins KA, Castillo AR, Tatsutani SY, Biggins S. De novo kinetochore assembly requires the centromeric histone H3 variant. *Mol Biol Cell*. 2005;16:5649-60.
2. Mizuguchi G, Shen X, Landry J, Wu WH, Sen S, Wu C. ATP-driven exchange of histone H2AZ variant catalyzed by SWR1 chromatin remodeling complex. *Science*. 2004 Jan 16;303(5656):343-8. PubMed PMID: 14645854.

# Supplementary material for: Regulation of Budding Yeast CENP-A levels Prevents Misincorporation at Promoter Nucleosomes and Transcriptional Defects
**Source:** PLoS Genet. 2016 Mar 16;12(3):e1005930. doi: 10.1371/journal.pgen.1005930
**Supplement:** S5 Table

**S5 Table: RNA-seq information**

| Sample Name                                                 | Strain<br>number | Mapped<br>Reads |
|-------------------------------------------------------------|------------------|-----------------|
| WT t0 batch 1                                               | SBY3939          | 8,052,352       |
| <i>psh1ΔKAN</i> t0 batch 1                                  | SBY16099         | 8,479,755       |
| <i>psh1ΔKAN leu2-3,112::pGAL-3Flag-CSE4:LEU2</i> t0 batch 1 | SBY12350         | 7,285,227       |
| <i>htz1ΔHYG</i> t0 batch 1                                  | SBY6183          | 8,736,689       |
| <i>trp1-1::pGAL-H3:TRP1</i> t0 batch 1                      | SBY4471          | 8,066,430       |
| WT t2 batch 1                                               | SBY3939          | 7,748,726       |
| <i>psh1ΔKAN</i> t2 batch 1                                  | SBY16099         | 7,513,193       |
| <i>psh1ΔKAN leu2-3,112::pGAL-3Flag-CSE4:LEU2</i> t2 batch 1 | SBY12350         | 7,392,085       |
| <i>htz1ΔHYG</i> t2 batch 1                                  | SBY6183          | 7,003,319       |
| <i>trp1-1::pGAL-H3:TRP1</i> t2 batch 1                      | SBY4471          | 7,926,433       |
| WT t0 batch 2                                               | SBY16072         | 7,652,177       |
| <i>psh1ΔKAN</i> t0 batch 2                                  | SBY16101         | 7,471,872       |
| <i>leu2-3,112::pGAL-3Flag-CSE4:LEU2</i> t0 batch 2          | SBY16102         | 7,531,780       |
| <i>psh1ΔKAN leu2-3,112::pGAL-3Flag-CSE4:LEU2</i> t0 batch 2 | SBY12338         | 6,919,807       |
| <i>htz1ΔHYG</i> t0 batch 2                                  | SBY16074         | 7,035,485       |
| <i>trp1-1::pGAL-H3:TRP1</i> t0 batch 2                      | SBY16076         | 6,975,987       |
| WT t2 batch 2                                               | SBY16072         | 7,227,820       |
| <i>psh1ΔKAN</i> t2 batch 2                                  | SBY16101         | 7,702,140       |
| <i>leu2-3,112::pGAL-3Flag-CSE4:LEU2</i> t2 batch 2          | SBY16102         | 7,740,670       |
| <i>psh1ΔKAN leu2-3,112::pGAL-3Flag-CSE4:LEU2</i> t2 batch 2 | SBY12338         | 6,922,124       |

|                                                             |          |           |
|-------------------------------------------------------------|----------|-----------|
| <i>htz1ΔHYG</i> t2 batch 2                                  | SBY16074 | 7,162,966 |
| <i>trp1-1::pGAL-H3:TRP1</i> t2 batch 2                      | SBY16076 | 7,758,302 |
| WT t0 batch 3                                               | SBY16080 | 7,239,742 |
| <i>psh1ΔKAN</i> t0 batch 3                                  | SBY16018 | 7,337,970 |
| <i>leu2-3,112::pGAL-3Flag-CSE4:LEU2</i> t0 batch 3          | SBY16066 | 6,778,973 |
| <i>psh1ΔKAN leu2-3,112::pGAL-3Flag-CSE4:LEU2</i> t0 batch 3 | SBY16103 | 7,624,807 |
| <i>htz1ΔHYG</i> t0 batch 3                                  | SBY16082 | 7,267,024 |
| <i>trp1-1::pGAL-H3:TRP1</i> t0 batch 3                      | SBY16084 | 7,764,848 |
| WT t2 batch 3                                               | SBY16080 | 7,854,429 |
| <i>psh1ΔKAN</i> t2 batch 3                                  | SBY16018 | 7,302,453 |
| <i>leu2-3,112::pGAL-3Flag-CSE4:LEU2</i> t2 batch 3          | SBY16066 | 7,518,238 |
| <i>psh1ΔKAN leu2-3,112::pGAL-3Flag-CSE4:LEU2</i> t2 batch 3 | SBY16103 | 7,228,229 |
| <i>htz1ΔHYG</i> t2 batch 3                                  | SBY16082 | 6,867,970 |
| <i>trp1-1::pGAL-H3:TRP1</i> t2 batch 3                      | SBY16084 | 7,862,726 |

# Supplementary material for: Regulation of Budding Yeast CENP-A levels Prevents Misincorporation at Promoter Nucleosomes and Transcriptional Defects
**Source:** PLoS Genet. 2016 Mar 16;12(3):e1005930. doi: 10.1371/journal.pgen.1005930
**Supplement:** S3 File

## **S3 File: Supplemental Methods**

### **ChIP-qPCR to validate CENP-A<sup>Cse4</sup> peaks**

ChIP DNA samples prepared for ChIP-seq were analyzed by quantitative real-time PCR (qPCR) (7900HT, ABI Prism) to validate CENP-A<sup>Cse4</sup> peaks as described [1] with the following modifications to the data analysis. A standard curve of input DNA was run for each primer set, and the replication efficiency of each primer set was calculated based on these values. The percent input was then calculated using the efficiency calibrated  $\Delta C_t$  method [2] for each ChIP sample taking into account the dilutions of both the input and ChIP samples for each strain. Oligo sequences are listed in S3 Table.

### **Comparison to CLRs and LCNCRs**

CLR and LCNCR coordinates [3] were lifted over from the UCSC SacCer2 to the UCSC SacCer3 genome before comparing to the CENP-A<sup>Cse4</sup> peaks from this study. The proportions of CLRs or LCNCRs that overlap CENP-A<sup>Cse4</sup> ChIP-seq peaks in this study were calculated using R Bioconductor packages rtracklayer, Rsamtools, and BSgenome.Scerevisiae.UCSC.sacCer3 [4-8]. Graph showing proportions was made using GraphPad Prism version 6.0 for OSX, Graphpad Software, La Jolla California USA, [www.graphpad.com](http://www.graphpad.com).

### **% AT calculation**

% AT/CENP-A<sup>Cse4</sup> or input nucleosome peak for each strain was calculated in R using Bioconductor packages rtracklayer, Rsamtools, and BSgenome.Scerevisiae.UCSC.sacCer3 [4-8]

Boxplots of the distributions of %AT/peak were plotted using GraphPad Prism version 6.0 for OSX, Graphpad Software, La Jolla California USA, [www.graphpad.com](http://www.graphpad.com).

### **H2A.Z<sup>Htz1</sup> score distributions**

Boxplots of the distribution of the H2A.Z<sup>Htz1</sup> score for either H2A.Z<sup>Htz1</sup> peaks that overlap CENP-A<sup>Cse4</sup> peaks or those that do not overlap CENP-A<sup>Cse4</sup> peaks in all CENP-A<sup>Cse4</sup> ChIP-seq strains were made using R Bioconductor packages GenomicRanges and rtracklayer [4, 6, 7] and GraphPad Prism version 6.0 for OSX, Graphpad Software, La Jolla California USA, [www.graphpad.com](http://www.graphpad.com).

### **CENP-A<sup>Cse4</sup> stability assay**

CENP-A<sup>Cse4</sup> stability assays were performed as previously described [9], with the following modifications. Yeast were grown at 23 °C throughout the experiment. The (-) sample for each strain was taken before inducing *pGAL-3Flag-CSE4* overexpression. After taking the (-) sample, all strains were induced with 2% galactose for 2 hours before adding 2% glucose and 50ug/ml cyclohexamide to begin the stability assay time course.

### **qPCR measurement of rDNA copy number ratio**

Genomic DNA was extracted using phenol:chloroform extraction with bead beating followed by ethanol precipitation [10]. The genomic DNA was RNase A treated, phenol:chloroform extracted and then ethanol precipitated. rDNA and *UTH1* copy number were analyzed by quantitative real-time PCR (qPCR) (7900HT, ABI Prism) as described [1] with the following modifications to the data analysis. A standard curve of input DNA was run for each

primer set, and the replication efficiency of each primer set was calculated based on these values. The rDNA:*UTH1* ratio was calculated for each experimental strain relative to a WT strain (SBY3) using the efficiency calibrated  $\Delta C_t$  method [2]. Oligo sequences are listed in S3 Table. Graphs were made using GraphPad Prism version 6.0 for OSX, Graphpad Software, La Jolla California USA, [www.graphpad.com](http://www.graphpad.com).

### **qPCR measurement of rRNA transcript level**

0.5 ug samples of the DNase-treated RNA that was used for the RNA-seq experiment were made into cDNA using the iScript<sup>TM</sup> Reverse Transcription Supermix for RT-qPCR (Bio-Rad). rRNA and *ACT1* transcript levels were analyzed by quantitative real-time PCR (qPCR) (7900HT, ABI Prism) as described [1] with the following modifications to the data analysis. A standard curve of input DNA was run for each primer set, and the replication efficiency of each primer set was calculated based on these values. The rRNA:*ACT1* ratio was calculated for each experimental strain at t = 0 and t = 2 hours relative to a WT strain (SBY3) at t = 0 using the efficiency calibrated  $\Delta C_t$  method [2]. Oligo sequences are listed in S3 Table. Graphs were made using GraphPad Prism version 6.0 for OSX, Graphpad Software, La Jolla California USA, [www.graphpad.com](http://www.graphpad.com).

### **Comparison of transcriptional changes with cell cycle regulated genes**

Genes significantly up- or down-regulated in the *psh1* $\Delta$  *pGAL-3Flag-CSE4* strain at t2 compared to t0 were compared to a list of cell cycle regulated genes [11] using Microsoft Excel. Histograms were made of the cell cycle % where the expression of these genes peaked using

using GraphPad Prism version 6.0 for OSX, Graphpad Software, La Jolla California USA, [www.graphpad.com](http://www.graphpad.com). 1% cell cycle = M/G1, 100% cell cycle = the next M/G1.

### **Comparison of transcriptional changes with mislocalized CENP-A<sup>Cse4</sup> peaks**

The list of genes with significant changes in transcript level from the RNA-seq analysis were compared with the list of genes with CENP-A<sup>Cse4</sup> peaks within their promoters (500 bp upstream of TSS) in the *psh1Δ pGAL-3Flag-CSE4* strain using the Whitehead Institute Compare Two Lists tool (<http://jura.wi.mit.edu/bioc/tools/compare.php>). Venn diagram was drawn using BioVenn [12]. The number of significantly changed transcripts that overlapped between the strains was compared using the hypergeometric distribution (p-value is probability of getting more than the observed number of successes) using the total number of genes present in both the differential transcription and CENP-A<sup>Cse4</sup> peak analysis as the total population, using the GeneProf hypergeometric distribution calculator [13].

### **Transcription factor enrichment analysis**

Gene lists of all genes down-regulated in *psh1Δ pGAL-3Flag-CSE4* with promoter CENP-A<sup>Cse4</sup> peaks and of all genes up-regulated in both *psh1Δ pGAL-3Flag-CSE4* and in *htz1Δ* were analyzed for transcription factor enrichment using YEASTRACT[14-18]. Lists of enriched transcription factors are included in S2 File.

### **References**

1. Ng TM, Lenstra TL, Duggan N, Jiang S, Ceto S, Holstege FC, et al. Kinetochore Function and Chromosome Segregation Rely on Critical Residues in Histones H3 and H4 in Budding Yeast. *Genetics*. 2013;195(3):795-807.
2. Pfaffl MW. A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Res*. 2001 May 1;29(9):e45. PubMed PMID: 11328886. PMCID: PMC55695.
3. Lefrançois P, Auerbach RK, Yellman CM, Roeder GS, Snyder M. Centromere-Like Regions in the Budding Yeast Genome. *PLoS Genet*. 2013 Feb 17;9(1):e1003209.
4. Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, et al. Bioconductor: open software development for computational biology and bioinformatics. *Genome Biol*. 2004;5(10):R80. PubMed PMID: 15461798. PMCID: 545600.
5. Team TBD. BSgenome.Scerevisiae.UCSC.sacCer3: *Saccharomyces cerevisiae* (Yeast) full genome (UCSC version sacCer3). R package version 1.3.1000.
6. Lawrence M, Gentleman R, Carey V. rtracklayer: an R package for interfacing with genome browsers. *Bioinformatics*. 2009 Jul 15;25(14):1841-2. PubMed PMID: 19468054. PMCID: 2705236.
7. Lawrence M, Huber W, Pages H, Aboyoun P, Carlson M, Gentleman R, et al. Software for computing and annotating genomic ranges. *PLoS Comput Biol*. 2013;9(8):e1003118. PubMed PMID: 23950696. PMCID: 3738458.
8. Morgan M PH, Obenchain V, Hayden N. . Rsamtools: Binary alignment (BAM), FASTA, variant call (BCF), and tabix file import. R package version 1.22.0 ed. Bioconductor.

9. Ranjitkar P, Press MO, Yi X, Baker R, MacCoss MJ, Biggins S. An E3 Ubiquitin Ligase Prevents Ectopic Localization of the Centromeric Histone H3 Variant via the Centromere Targeting Domain. *Mol Cell*. 2010 Nov 12;40(3):455-64. PubMed PMID: 21070971. PMCID: 2995698. Epub 2010/11/13.
10. Rose MD, Winston F, Heiter P. *Methods in yeast genetics*. Cold Spring Harbor, N. Y.: Cold Spring Harbor Laboratory Press; 1990. p. 198 p.
11. Granovskaia MV, Jensen LJ, Ritchie ME, Toedling J, Ning Y, Bork P, et al. High-resolution transcription atlas of the mitotic cell cycle in budding yeast. *Genome Biol*. 2010;11(3):R24. PubMed PMID: 20193063. PMCID: PMC2864564.
12. Hulsen T, de Vlieg J, Alkema W. BioVenn - a web application for the comparison and visualization of biological lists using area-proportional Venn diagrams. *BMC Genomics*. 2008;9:488. PubMed PMID: 18925949. PMCID: PMC2584113.
13. Halbritter F, Vaidya HJ, Tomlinson SR. GeneProf: analysis of high-throughput sequencing experiments. *Nat Methods*. 2012 Jan;9(1):7-8. PubMed PMID: 22205509.
14. Teixeira MC, Monteiro P, Jain P, Tenreiro S, Fernandes AR, Mira NP, et al. The YEASTRACT database: a tool for the analysis of transcription regulatory associations in *Saccharomyces cerevisiae*. *Nucleic Acids Res*. 2006 Jan 1;34(Database issue):D446-51. PubMed PMID: 16381908. PMCID: PMC1347376.
15. Monteiro PT, Mendes ND, Teixeira MC, d'Orey S, Tenreiro S, Mira NP, et al. YEASTRACT-DISCOVERER: new tools to improve the analysis of transcriptional regulatory associations in *Saccharomyces cerevisiae*. *Nucleic Acids Res*. 2008 Jan;36(Database issue):D132-6. PubMed PMID: 18032429. PMCID: PMC2238916.

16. Abdulrehman D, Monteiro PT, Teixeira MC, Mira NP, Lourenco AB, dos Santos SC, et al. YEASTRACT: providing a programmatic access to curated transcriptional regulatory associations in *Saccharomyces cerevisiae* through a web services interface. Nucleic Acids Res. 2011 Jan;39(Database issue):D136-40. PubMed PMID: 20972212. PMCID: PMC3013800.
17. Teixeira MC, Monteiro PT, Guerreiro JF, Goncalves JP, Mira NP, dos Santos SC, et al. The YEASTRACT database: an upgraded information system for the analysis of gene and genomic transcription regulation in *Saccharomyces cerevisiae*. Nucleic Acids Res. 2014 Jan;42(Database issue):D161-6. PubMed PMID: 24170807. PMCID: PMC3965121.
18. Teixeira MC, Monteiro PT, Sa-Correia I. Predicting Gene and Genomic Regulation in *Saccharomyces cerevisiae*, using the YEASTRACT Database: A Step-by-Step Guided Analysis. Methods Mol Biol. 2016;1361:391-404. PubMed PMID: 26483034.

How the deposited data were processed for this re-analysis (not part of the article)

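Messenger RNA was measured by RNA-seq in 34 libraries of budding yeast, from 17 strains of 6 genotypes (WT, *psh1Δ*, *htz1Δ*, *pGAL-3Flag-CSE4*, *psh1Δ pGAL-3Flag-CSE4* and *pGAL-H3*), each sampled before galactose (t0) and after 2 hours in galactose (t2). Genotype, time and batch of each library were taken from the sample labels, S5 Table and the legend of S1 File. There were 3 batches and n = 3 per genotype and time, except *pGAL-3Flag-CSE4*, which was in batches 2 and 3 only.

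The authors filtered low-quality reads, aligned the rest to SacCer3 with TopHat v2.1.0, counted reads on genes with HTSeq v0.6.1, removed genes with low counts and compared groups with edgeR v3.12.0. Their 8 deposited tables hold raw counts per gene and library, CPM normalized by the authors, and the log2 fold change, p-value and adjusted p-value of each of the authors' comparisons. A further column of the authors' deposited tables is a score that marks the genes they called. All 64 count columns were read, and a library listed in several tables had identical counts in each of them. The 64 normalized CPM columns were not used here. The paper's text names edgeR and the limits on adjusted p and fold change, but not the edgeR test, the libraries in each fit, a batch term or the size of the low-count filter.

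The counts were analysed as deposited, with R 4.3.3 and edgeR 4.0.16. Library sizes were normalized by TMM, and each comparison was fitted with edgeR's quasi-likelihood method (glmQLFit and glmQLFTest) on the libraries of its own groups, without a batch term. The 12 comparisons were *psh1Δ* and *htz1Δ* against WT at t0 and at t2, the change from t0 to t2 of *pGAL-3Flag-CSE4*, *psh1Δ pGAL-3Flag-CSE4*, *pGAL-H3* and *htz1Δ* against that of WT, the change of *psh1Δ pGAL-3Flag-CSE4* against those of *pGAL-3Flag-CSE4* and *psh1Δ*, WT at t2 against t0, and *psh1Δ pGAL-3Flag-CSE4* against WT at t0. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.585. CPM values in the text are TMM-normalized, and log2 values of single batches used a pseudocount of 0.5 CPM. A group whose libraries all had at most 3 counts was treated as at the floor, and fold changes against it are lower bounds. Such bounds cover counting error only. The counts per library ran from 5258139 to 6836827, with a median of 5852828, and 3 counts of such a total were the smallest level told from 0.

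Genes are named by a rule fixed beforehand. In a comparison with more than 5 calls these were the 3 called genes with the largest rise and the 3 with the largest fall among those with the same sign in every batch and a mean of at least 10 counts in the higher group. In comparisons with fewer calls all were named, as were genes the paper names, the markers *LEU2* and *TRP1* and 6 galactose genes. A gene that this rule names is not reported here. The genes shared by both strains, those near *BAR1* and *VID28* and the genes called only in the authors' deposited tables were named after their values were seen. Gene coordinates are those of the SacCer3 annotation. Of 5714 genes matched by systematic name between the tables and the reference annotation, 99.82% had the same coordinates.

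The batch numbers pair the libraries, because the labels give each number as a batch. Of 87 pairs of libraries of the same batch, the correlation of their deviations from the group means lay between -0.309 and 0.707, with a median of 0.154, and 50 were over 0.1. Overlaps were tested with the one-sided hypergeometric distribution over the genes of the tables, and nearness to a chromosome end (20 kb) with Fisher's exact test. Lists of 28 stress genes and 132 ribosomal protein genes were compared with 10000 random lists of the same size matched on mean expression in 20 bins. The genes lower in *htz1Δ* at t2 were compared with such lists for nearness to chromosome ends. The other lists were the 26 Cse2 targets and 38 genes up in both strains of S2 File, and the 6 galactose genes. These were not compared with random lists. The stress list was written after S2 File had been read, and 6 of its genes are also on the S2 File list. A gene was treated as sharing reads with a copy elsewhere where under 95% of its 50-base windows were unique in the genome.

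The alternatives were DESeq2 1.42.0 with its own size factors, DESeq2's size factors in the edgeR fit, a filter that kept genes with at least 10 counts in at least 3 libraries, no fold-change minimum, the batch or the culture as a block, the likelihood ratio test, all 34 libraries in 1 fit, each batch left out in turn, the direct comparison with WT at t2, the count of genes changed in the strain and not in WT, and distances of 10 and 40 kb from chromosome ends. Combinations of all 34 libraries with the likelihood ratio test and the batch block were added after the data were seen. Shared control libraries and other splits of the libraries were examined by simulation and by refitting.

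The methods were tested on simulated counts of 6209 genes with 100 genes changed at each of a pair of fold changes. For 3 libraries against 3, the quasi-likelihood test recovered 80 of 100 genes changed by 1 on the log2 scale and 93 of 100 changed by 2, with 6 false calls, and the likelihood ratio test 87 and 94 with 18 false calls. For a difference of changes with 3 batches the numbers were 64 and 93 with 2 false calls for the quasi-likelihood test, and 75 and 96 with 15 false calls for the likelihood ratio test. With 2 batches in the strain, as for *pGAL-3Flag-CSE4*, the quasi-likelihood test recovered 56 and 94 with 8 false calls. The likelihood ratio test then recovered 65 and 97 with 19 false calls. The simulated libraries were drawn independently, without differences between batches or cultures, so these recoveries need not hold for the data. In *psh1Δ pGAL-3Flag-CSE4* relative to WT the 2 tests called 21 and 155 genes, a wider gap than in the simulation. Chromatin immunoprecipitation, ribosomal DNA and cell cycle data of the paper were not analysed here, and the paper's S1 File was not used here for tests on sets because the copy at hand was shortened.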

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

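The count of other splits of the libraries, the test of batch spread at t0, the test of a batch difference for chromosome I and the tests on *PSH1* deletion, batches and strains for *BAR1* were chosen only after the results were seen. All other tests were set before the result they measure.

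Before galactose was added, 185 genes differed between *htz1Δ* and WT, 41 higher and 144 lower, at a time the paper does not discuss. *HTZ1* was at least 192-fold lower, *PRM5* was 1.57 higher on the log2 scale (adjusted p = 0.00702, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, at most 0.203 over the alternatives), and 26 genes higher and 99 lower were also called at t2. Leaving out batch 1 or 2 left 1 called gene and leaving out batch 3 gave 249. Of 10 splits of the 6 libraries, 1, the real one, gave as many genes, and 10 splits cannot give a share under 0.1. The number at t2 was 406. With the batch as a block it was 364 at t0 and 425 at t2, and the biological coefficient of variation at t0 fell from 0.154 to 0.074. The lower number at t0 is therefore consistent with a larger spread between batches at that time. The change from t0 to t2 itself differed between *htz1Δ* and WT in 0 genes, with 276 at an unadjusted p under 0.05.

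In *psh1Δ pGAL-3Flag-CSE4* before galactose, 8 genes differed from WT, in data the paper does not discuss. *PSH1*, *BAR1*, *SNL1* and YIL014C-A were at least 65.0, 128, 109 and 29.4-fold lower, *LEU1*, *OAC1* and *DRE2* were lower by log2 changes of -2.77, -2.27 and -0.77, and *VID28* was 1.07 higher. *CSE4* at t0 was 0.79 higher on the log2 scale in this strain (adjusted p = 0.318, edgeR quasi-likelihood test, from 0.00122 to 1.00 over the alternatives) and was not called. Leaving out batch 1, 2 or 3 gave 2, 3 and 19 called genes, and the batch as a block gave 46. Of the 10 splits of these libraries, 1, the real one, gave as many genes. Why *LEU1*, *OAC1* and *DRE2* differ was not tested.

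The change from t0 to t2 differed between *psh1Δ pGAL-3Flag-CSE4* and *psh1Δ* in 28 genes, by a test of the difference itself. *CSE4* and *ARG1* rose by 8.74 and 1.54 more on the log2 scale, and *DFR1*, *GPI15* and *POA1* changed by -1.36, -1.34 and -1.31. Leaving out batch 1 or 2 left 1 called gene and leaving out batch 3 left 4, while the batch as a block gave 86. Of the 10 splits of the libraries, 1, the real one, gave as many genes. The design names induced CENP-A Cse4 as the difference between these strains. They also differ in the *LEU2* marker of the construct, and those of batch 3 in transcripts of *BAR1*, *SNL1* and YIL014C-A. The *psh1Δ* and *psh1Δ pGAL-3Flag-CSE4* strains of batch 1 both had raised chromosome I transcripts, which the difference from t0 to t2 removes. Whether the changes follow from CENP-A Cse4 at promoters was not tested.

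Of the 34 libraries, 12 had at most 2 counts on *SNL1*, 0 on *BAR1* and 1 on YIL014C-A, which are neighbours on chromosome IX (321454 to 325526). They were the libraries at t0 and t2 of strains SBY12350, SBY12338 and SBY16103 (*psh1Δ pGAL-3Flag-CSE4*), SBY16099 and SBY16101 (*psh1Δ*) and SBY16066 (*pGAL-3Flag-CSE4*). In the libraries of the other strains the counts were 262 to 483 on *SNL1*, 274 to 754 on *BAR1* and 57 to 121 on YIL014C-A. Deletion of *PSH1* as the cause is excluded by the *psh1Δ* strain of batch 3, with 445 counts on *BAR1* at t2. A difference between batches is excluded because each batch had 4 such libraries. Reads shared between paralogs are excluded, since 100% of the windows of each gene were unique. For all 17 strains the libraries at both times lay on the same side of the floor, as a difference between strains at *BAR1* predicts, so a strain difference at this region may explain the pattern. S2 Table lists *bar1-1* for the strains used, and how each strain was made was not tested. The neighbour *VID28* (318200 to 320965) had 1391 and 1278 counts in the *psh1Δ* libraries of batches 1 and 2 at t2 and 340 in that of batch 3, and 365, 350 and 339 in WT at t2. In *pGAL-3Flag-CSE4* at t2 it had 280 counts in batch 2 and 919 in batch 3.

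Genes of chromosome I were higher in the batch 1 libraries of *psh1Δ* (SBY16099) and *psh1Δ pGAL-3Flag-CSE4* (SBY12350) than in the WT library of the same batch and time. The median log2 difference over the genes of the chromosome was 0.843 and 0.786 in *psh1Δ* at t0 and t2, and 0.906 and 0.908 in *psh1Δ pGAL-3Flag-CSE4*. A difference between batches is excluded, as the batch 1 libraries of *htz1Δ* and *pGAL-H3* had medians no further from 0 than -0.125. Reads shared between paralogs are excluded, as genes with unique windows had medians of at least 0.818. Library size or composition is excluded, as no other chromosome in these 4 libraries had a median beyond -0.0701. On both sides of the centromere the median was at least 0.745 in all 4 libraries, which is consistent with an extra copy of chromosome I in these strains. That remains a hypothesis, and DNA was not analysed here. The comparison of *psh1Δ* with WT includes these libraries. In the direct comparison of *psh1Δ pGAL-3Flag-CSE4* with WT at t2, 6 of the 292 genes called higher lie on chromosome I.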

How the results depend on the processing

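The counts of called genes in the 12 comparisons were recomputed under alternatives set before the data were examined. So were the named genes, the overlaps and the correlation of both strains. The counts of genes changed in the strain and not in WT, the chromosome medians, the *BAR1* region and the other splits of the libraries were not, and the direct comparisons at t2 were recomputed only without the fold-change minimum. The medians of the stress and ribosomal protein lists were recomputed only with DESeq2's size factors. For the lists of S2 File, most alternatives were run only in *psh1Δ pGAL-3Flag-CSE4* relative to WT. In other comparisons these lists were recomputed only with the likelihood ratio test and with all 34 libraries. The odds ratios for chromosome ends in *htz1Δ* at t2 were recomputed at 10 and 40 kb and without the fold-change minimum. They were also recomputed with DESeq2 and with the batch as a block. Those of *htz1Δ* at t0 and of the direct comparison at t2 were not recomputed. Settings that put all 34 libraries in 1 fit with the likelihood ratio test, with the batch as a block, or with both were chosen after the data were seen, while looking for what matched the authors' deposited tables. DESeq2's size factors in the edgeR fit and the low-count filter kept every count of called genes within 1.5 times of its value, for example 20 and 25 genes in *psh1Δ pGAL-3Flag-CSE4*. For named genes, 79 log2 changes were recomputed to give 752 values under alternatives, of which 669 kept their direction and side of the threshold, 59 became weaker, 18 stronger, 4 reversed and 2 moved. Leaving out a batch reduces the number of libraries. For all other changes given here the cause was not tested.

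The number of genes called in *psh1Δ pGAL-3Flag-CSE4* relative to WT, 21, depended on the fit. It was 161 with DESeq2 (100 higher and 61 lower), 155 with the likelihood ratio test, 188 with all 34 libraries, 35 with the batch as a block and 6 with the culture as a block. It was from 1 (without batch 1) to 3 across the fits that each left out 1 batch. The direct comparison with WT at t2 gave 486, and genes changed in the strain and not in WT numbered 324. Among settings chosen afterwards, all 34 libraries gave 210 with the likelihood ratio test, 257 with the batch as a block and 311 with both. The numbers under 50 all come from quasi-likelihood fits on the libraries of this comparison alone.

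The comparison of *htz1Δ* with WT at t2, 406 genes, gave 984 without the fold-change minimum and from 215 (without batch 1) to 410 with a batch left out, and stayed within 1.5 times under every other setting. At t0, where it gave 185, it was 314 without the fold-change minimum, 364 with the batch as a block, 299 with the likelihood ratio test, 288 with all 34 libraries, and from 1 (without batch 1 or 2) to 249 with a batch left out. All 34 libraries gave 310 with the likelihood ratio test, 324 with the block and 334 with both. The change from t0 to t2 in *htz1Δ*, with 0 called genes and 276 at an unadjusted p under 0.05, gave 1 with DESeq2, 2 with all libraries and the likelihood ratio test and 4 with the block as well.

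The single gene called in *psh1Δ* at t0 became 2 with the batch as a block, from 1 to 5 (without batch 3) with a batch left out, 2 with all libraries and the likelihood ratio test and 3 with the block as well. At t2 it was from 1 to 5 (without batch 3) with a batch left out and 2 under each of those last settings. In *pGAL-3Flag-CSE4*, 1 gene became 2 under both of those settings, 19 in the direct comparison at t2 and 194 when counted as changed in the strain and not in WT. In *pGAL-H3*, 1 gene became 9 with DESeq2, 13 with the likelihood ratio test, 2 with all libraries, 3 with all libraries and the likelihood ratio test, 2 with all libraries and the block, 4 with both, 3 in the direct comparison and 525 as changed in the strain and not in WT.

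Between *psh1Δ pGAL-3Flag-CSE4* and *pGAL-3Flag-CSE4* the 0 called genes, with 729 at an unadjusted p under 0.05, became 38 with DESeq2, 30 with the likelihood ratio test, 27 with all libraries, 51 with these and the likelihood ratio test, 75 with these and the block and 118 with both. Against *psh1Δ*, 28 genes became 183 with DESeq2, 179 with the likelihood ratio test, 294 with all libraries, 86 with the batch as a block, 14 with the culture as a block, 323, 389 and 423 under the added settings, and from 1 (without batch 1 or 2) to 4 with a batch left out. In WT, t2 against t0 gave 186 genes, 394 without the fold-change minimum, 280 with the likelihood ratio test, 280 and 295 with all libraries and the block without and with that test, and from 14 (without batch 1) to 401 (without batch 3) with a batch left out. The 8 genes of *psh1Δ pGAL-3Flag-CSE4* at t0 became 27 with DESeq2, 27 with the likelihood ratio test, 46 with the batch as a block, 18 with all libraries, 24, 20 and 28 under the added settings, and from 2 (without batch 1) to 19 (without batch 3) with a batch left out.

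The 5 genes up in both *psh1Δ pGAL-3Flag-CSE4* and *htz1Δ* were 23 with DESeq2, 21 with the likelihood ratio test, 23 with all libraries, 1 with the culture as a block, 51 in the direct comparison at t2, and 26, 33 and 40 under the added settings. They were from 0 (without batch 1) to 2 with a batch left out, and 0 where the change of *htz1Δ* from t0 to t2, which called no gene, took the place of its comparison at t2. The 1 gene down in both became 3, 4 and 4 under DESeq2, the likelihood ratio test and all libraries, 0 with the culture as a block, 16 in the direct comparison, 5, 5 and 7 under the added settings and 0 with any batch left out or with the change of *htz1Δ*. With the batch as a block, 6 genes were up in both. The correlation of the log2 changes of both strains, 0.19, went from 0.186 (without batch 1) to 0.278 (without batch 2) with a batch left out.

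Genes up in *htz1Δ* had an odds ratio of 1.19 for lying near chromosome ends, which became 0 at 10 kb and 0.763 without the fold-change minimum, none of them past the limit. The log2 change of *CSE4* in *htz1Δ* at t2, 0.06, ran from -0.0336 (without batch 1) to 0.18 (without batch 3). *INO80* in *htz1Δ* at t2 and in *psh1Δ pGAL-3Flag-CSE4* reversed to -0.02 and -0.08 without batch 3, and *GAL80* in *psh1Δ pGAL-3Flag-CSE4* to 0.03 without batch 2. Apart from the counts given here, the batch as a block moved no count of called genes by more than 1.5 times. Depth limits the genes at the floor, *PSH1*, *HTZ1* and *BAR1* among them, whose fold changes are lower bounds only.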

Differences from the paper's values

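The settings that combine all 34 libraries with the likelihood ratio test, the batch as a block or both were chosen after the values were seen, while looking for what matched the authors' deposited tables. No setting is taken here as the method of the paper, and apart from these combinations all settings named are alternatives set before the data were examined.

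In *psh1Δ pGAL-3Flag-CSE4*, 21 genes were called, and the paper's number is about 280 in Fig. 6B, read by eye. Of the alternatives set before the data were examined, all 34 libraries in 1 fit (188) and genes changed in the strain and not in WT (324) came within 1.5 times of the paper's number. DESeq2 (161), the likelihood ratio test (155), the direct comparison at t2 (486), the batch as a block (35), the low-count filter (25), DESeq2's size factors (20), no fold-change minimum (21), the culture as a block (6) and each batch left out (1, 3 and 3) did not. The settings chosen after seeing the values, all 34 libraries with the likelihood ratio test (210), with the batch as a block (257) and with both (311), also did.

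For genes up in both *psh1Δ pGAL-3Flag-CSE4* and *htz1Δ*, 5 were found, and the paper's number is about 38 in Fig. 6D, read by eye. Of the alternatives set before the data were examined, only the direct comparison with WT at t2 (51) came within 1.5 times. The others gave from 0 to 23. The combinations chosen after seeing the values gave 26, 33 and 40, which also did. The hypergeometric probability of the overlap was 2.58e-06, and the paper's value is 2.699e-24. None of the alternatives set before the data were examined came within 1.5 times of it, with 1.30e-29 in the direct comparison, 3.02e-16 with DESeq2, 5.05e-16 with all 34 libraries and 2.04e-15 with the likelihood ratio test. All 34 libraries with the batch block and the likelihood ratio test, chosen after seeing the values, gave 1.01e-24 and did not reach it either. The calls in the authors' deposited tables give exactly 2.699e-24.

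Of the 26 Cse2 targets that the paper's S2 File lists among downregulated genes, 3 were called lower. The likelihood ratio test (20) and all 34 libraries in 1 fit (19) came within 1.5 times of the paper's 26, and DESeq2 (17), the batch as a block (4), the low-count filter (4) and DESeq2's size factors (3) did not. With the culture as a block 0 were called, with 26 at an unadjusted p under 0.05, and with batch 1, 2 or 3 left out 0 were called, with 24 at an unadjusted p under 0.05 each time. The combinations chosen after seeing the values gave 21, 23 and 26.

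Of the 284 genes called in the authors' deposited table for *psh1Δ pGAL-3Flag-CSE4*, 21 were called here, 156 with DESeq2, 148 with the likelihood ratio test, 187 with all 34 libraries in 1 fit, 35 with the batch as a block and 280 with all 34 libraries, the batch block and the likelihood ratio test, the last chosen after seeing the values. Of the 421 in the authors' deposited table for *htz1Δ* at t2, 384 were called here, 408 with the likelihood ratio test and 418 with all 34 libraries, the batch block and the likelihood ratio test. The paper's S2 File treats its list of genes as raised in both strains. Of these genes, 3 were called higher in *psh1Δ pGAL-3Flag-CSE4* here, 20 with DESeq2, 18 with the likelihood ratio test and 22 with all 34 libraries. The combinations chosen after seeing the values gave 26, 29 and 36, and in *htz1Δ* 7 were called higher and 1 lower.

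In other comparisons of the authors' deposited tables some genes are called that were not called here, although the log2 changes were close. In *psh1Δ* at t0, *BNA7* changed by -0.71 in the authors' deposited table and -0.70 here (adjusted p = 1.00, edgeR quasi-likelihood test, from 0.00132 to 1.00 over the alternatives) and was called with all 34 libraries and the likelihood ratio test, without or with the batch block. *DCG1* changed by -0.85 in the authors' deposited table and -0.86 here and was called with both additions only. In *psh1Δ* at t2, *BNA7* changed by -0.65 in both and was called under the same settings as at t0, *PRM7* changed by -0.76 in the authors' deposited table and -0.75 here and was called under no setting, and *VID28* changed by 1.48 in the authors' deposited table and 1.50 here and was called without batch 3. In *pGAL-3Flag-CSE4*, *SCR1* changed by -3.05 in the authors' deposited table and -2.95 here and was called with all 34 libraries and the likelihood ratio test, without or with the batch block. In *pGAL-H3*, *BFR2* changed by 0.79 in the authors' deposited table and 0.80 here (adjusted p = 0.0649, edgeR quasi-likelihood test, from 5.09e-04 to 1 over the alternatives) and was called with DESeq2, the likelihood ratio test, and all 34 libraries with the likelihood ratio test, without or with the block. *TRP1* changed by -1.18 in the authors' deposited table and -1.17 here (adjusted p = 0.164, edgeR quasi-likelihood test, from 6.53e-07 to 1 over the alternatives) and was called with DESeq2, the likelihood ratio test, all 34 libraries and the 3 combinations.

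The paper states that mislocalized CENP-A Cse4 changed transcription on a large scale, and that this was seen in cells lacking Psh1 only. A test of the difference between *psh1Δ pGAL-3Flag-CSE4* and *pGAL-3Flag-CSE4* called 0 genes here, with 729 at an unadjusted p under 0.05. As *pGAL-3Flag-CSE4* had n = 2, the 0 does not argue against the paper's statement. DESeq2 called 38, the likelihood ratio test 30 and all 34 libraries 27, and the combinations chosen after seeing the values 51, 75 and 118. The paper states that overexpressed H3 changes few transcripts. By the definition of the Fig. 6B legend, *pGAL-H3* had 525 changed genes here and *psh1Δ pGAL-3Flag-CSE4* 324. Such counts do not test the difference from WT, so they do not show that *pGAL-H3* changed more. The test of that difference called 1 and 21 genes here, and the authors' deposited tables of it call 3 and 284. The paper's number for *psh1Δ pGAL-3Flag-CSE4* in Fig. 6B, about 280 read by eye, lies near the 284.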

Other observations

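The count of other splits of the libraries, the test of scaling on the overlap and the test of a batch difference for the 86 genes were chosen only after the results were seen. All other tests given here were set before the result they measure.

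Other splits of the libraries into groups of the same size were refitted. In *psh1Δ* at t0, in *htz1Δ* at t0 and t2, in *psh1Δ pGAL-3Flag-CSE4* and *pGAL-H3* relative to WT, in *psh1Δ pGAL-3Flag-CSE4* relative to *psh1Δ* and to WT at t0, and in WT between t0 and t2, 1 of 10 splits, the real one, gave as many called genes. In *psh1Δ* at t2, 2 of 10 splits did. For the change of *htz1Δ* from t0 to t2, where the real split called 0 genes (276 at an unadjusted p under 0.05), 10 of 10 did. As 10 splits cannot give a share under 0.1, these counts decide nothing by themselves. The other splits that part every batch, as the real one does, called fewer genes than the real split wherever that called any.

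The split of the *psh1Δ* and WT libraries at t2 that set batch 2 whole against batch 3 whole, with batch 1 parted, called 86 genes, 79 higher and 7 lower, against 1 in the real comparison. With the batch as a block, the real comparison again called 1. An extra copy of chromosome I is excluded as the cause, since 4 of the 86 genes lie there. The same batch difference in other strains is excluded, as 34.88% of the genes had the direction of the split between the same batches in both *htz1Δ* and *pGAL-H3*. A difference between batches in *psh1Δ* and WT cannot be told apart from the parting of batch 1, because the split combines both.

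Between *psh1Δ pGAL-3Flag-CSE4* and *htz1Δ*, the excess of shared genes above chance may have a biological basis or be technical. Shared WT libraries are excluded as the whole cause, as 4 genes were up in both, of 8 and 162, with *psh1Δ* in place of WT for the first strain, where 0.209 were expected (one-sided hypergeometric test, an exact test, p = 2.88e-05). Library composition and its scaling stays open. With DESeq2's size factors 5 genes were up in both, but these factors differed from the TMM scaling by at most 1.0% in any library, so that test could not have come out otherwise. The number of shared genes rests on few calls, and 0 remained without batch 1. A simulation in which the changes of one strain were shuffled among genes gave 0.437 to 2.59 times the expected overlap, with a median of 1.46, against 19.2 times in the data. That simulation called more genes than the data did, with a median of 122.5 higher. Across all genes, the Pearson correlation of 0.19 lay within the range of the same simulation, 0.0564 to 0.198, so it does not tell related from unrelated changes.

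A stress response shared by both strains was tested as a hypothesis with 28 stress genes, 6 of which are on the S2 File list. Their median log2 change was 0.98 in *psh1Δ pGAL-3Flag-CSE4*, above all 10000 matched lists, and 0.20 in *htz1Δ* at t2, at percentile 99.57. Without the 6 genes it was 0.93 and 0.18. In *pGAL-3Flag-CSE4* it was 0.12, at percentile 99.99, and in *pGAL-H3*, the control, -0.20, below all 10000 matched lists. The genes of a matched list need not vary together as stress genes do, so a median beyond those lists does not by itself tell a response from the spread between cultures. By batch it ran from 0.106 to 1.32 in *psh1Δ pGAL-3Flag-CSE4* and from -0.342 to 0.537 in *htz1Δ*. In *htz1Δ* at t0, before galactose, it was 0.32, above all 10000 matched lists, and from 0.206 to 0.422 by batch, and without the 6 genes it was 0.25, at percentile 99.99. At t2, a stress response in both strains cannot be told apart from a difference between batches, because the direction changed between batches in *htz1Δ*. The median of 132 ribosomal protein genes was -0.22 in *psh1Δ pGAL-3Flag-CSE4* and -0.02 in *htz1Δ* at t2. By batch it ran from -0.327 to 0.035 in *psh1Δ pGAL-3Flag-CSE4* and from -0.111 to 0.105 in *htz1Δ* at t2, so its sign changed between batches in both. In *htz1Δ* at t0 it was -0.13, and from -0.172 to -0.0824 by batch. All 3 lay below all 10000 matched lists.

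No chromosome was gained or lost between t0 and t2 in *psh1Δ pGAL-3Flag-CSE4* as far as transcripts show. The largest median log2 change of a chromosome relative to WT was -0.0624, on chromosome I, so gain or loss of a chromosome does not account for the called genes.

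Genes lower in *htz1Δ* at t2 lay near chromosome ends more often than other genes. Of 244 genes, 31 (12.7%) were within 20 kb of an end, against 229 of 5965 (3.84%), an odds ratio of 3.65 (Fisher's exact test, two-sided, p = 2.04e-08). At t0 it was 19 of 144, with an odds ratio of 3.67 (Fisher's exact test, p = 7.41e-06), and among the genes higher at t2 it was 8 of 162, with an odds ratio of 1.19 (Fisher's exact test, p = 0.552). Reads shared between paralogs are excluded as the cause, as the odds ratio was 4.00 among genes with at least 95% unique windows. Low counts near chromosome ends are excluded, as matched random lists had at most 10.66% of their genes there, with a median of 5.33%. The odds ratio was 4.12 at 10 kb, 2.81 at 40 kb and 1.91 without the fold-change minimum. A role of H2A.Z Htz1 near chromosome ends is a biological hypothesis that may explain this, found and tested on the same data. In the direct comparison of *psh1Δ pGAL-3Flag-CSE4* with WT at t2, 26 of 292 genes called higher (8.9%) lay near ends, an odds ratio of 2.37 (Fisher's exact test, p = 2.34e-04), and 0 of these 26 were on chromosome I.

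Genes of chromosome I were slightly lower in the *htz1Δ* libraries than in the WT library of the same batch and time, with medians from -0.173 to -0.0785 in all 6. Genes near chromosome ends are excluded as the cause, as the median over the 6 libraries was -0.101 for genes away from the ends. No biological explanation was tested.

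The galactose response of WT called 70 genes higher and 116 lower. *GAL7*, *GAL2*, *GAL1* and *GAL10* rose by 10.50, 9.55, 8.83 and 8.29 on the log2 scale, *GAL3* by 3.54 and *GAL80* by 2.24. *PCK1* and *FBP1* fell by 6.57 and 4.62, but by 2.15 and 0.63 in batch 3 alone, and without batch 3 the comparison called 401 genes. The cause of this difference in batch 3 was not tested. The median change of the 6 galactose genes relative to WT was 0.51 in *psh1Δ pGAL-3Flag-CSE4*, 0.59 in *htz1Δ*, -0.07 in *pGAL-3Flag-CSE4* (from -0.246 to 0.151 with a batch left out) and -0.02 in *pGAL-H3*. The edgeR quasi-likelihood test on the libraries of each comparison called 0 of the 6 in each of them, with 2, 3, 0 and 1 in the same order at an unadjusted p under 0.05, and adjusted over the list alone it called 2, 2, 0 and 0. In *psh1Δ pGAL-3Flag-CSE4*, *GAL10* was 0.85 higher (adjusted p = 0.0642, edgeR quasi-likelihood test, from 4.76e-04 to 0.651 over the alternatives) and was called with the likelihood ratio test, with all 34 libraries and with DESeq2, which also called *GAL3*. DESeq2 called *GAL10* in *htz1Δ* as well. The combinations of all 34 libraries with the likelihood ratio test, the batch block or both, chosen after the data were seen, called *GAL10* and *GAL3* in *psh1Δ pGAL-3Flag-CSE4*.

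The marker genes of the induced constructs also differed. *TRP1* in *pGAL-H3* was at 134.1 ± 22.1 CPM (SD, n = 3) at t0 and 69.2 ± 15.4 (SD, n = 3) at t2, and in WT at 18.2 ± 0.786 (SD, n = 3) and 21.3 ± 0.389 (SD, n = 3). *LEU2* in *psh1Δ pGAL-3Flag-CSE4* had a log2 difference from WT of 1.64 (adjusted p = 0.107, edgeR quasi-likelihood test, from 1.39e-04 to 0.700 over the alternatives), and was not called. *HHT2* was 0.51 higher in *htz1Δ* at t2 (adjusted p = 0.00322, edgeR quasi-likelihood test, at most 0.0611 over the alternatives), under the fold-change minimum.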
